# High-throughput RNA structure probing reveals critical folding events during early 60S ribosome assembly in yeast

**DOI:** 10.1038/s41467-017-00761-8

**Published:** 2017-09-28

**Authors:** Elena Burlacu, Fredrik Lackmann, Lisbeth-Carolina Aguilar, Sergey Belikov, Rob van Nues, Christian Trahan, Ralph D. Hector, Nicholas Dominelli-Whiteley, Scott L. Cockroft, Lars Wieslander, Marlene Oeffinger, Sander Granneman

## Abstract

While the protein composition of various yeast 60S ribosomal subunit assembly intermediates has been studied in detail, little is known about ribosomal RNA (rRNA) structural rearrangements that take place during early 60S assembly steps. Using a high-throughput RNA structure probing method, we provide nucleotide resolution insights into rRNA structural rearrangements during nucleolar 60S assembly. Our results suggest that many rRNA-folding steps, such as folding of 5.8S rRNA, occur at a very specific stage of assembly, and propose that downstream nuclear assembly events can only continue once 5.8S folding has been completed. Our maps of nucleotide flexibility enable making predictions about the establishment of protein–rRNA interactions, providing intriguing insights into the temporal order of protein–rRNA as well as long-range inter-domain rRNA interactions. These data argue that many distant domains in the rRNA can assemble simultaneously during early 60S assembly and underscore the enormous complexity of 60S synthesis.

## Abstract (web summary)

Ribosome biogenesis is a dynamic process that involves the ordered assembly of ribosomal proteins and numerous RNA structural rearrangements. Here the authors apply ChemModSeq, a high-throughput RNA structure probing method, to quantitatively measure changes in RNA flexibility during the nucleolar stages of 60S assembly in yeast.

## Introduction

Ribosome assembly in the yeast *Saccharomyces cerevisiae* is a complex and energy-consuming process. It starts with the transcription of recombinant DNA by RNA polymerase I and the co-transcriptional packaging of nascent pre-ribosomal RNA (rRNA) into a 90S complex^1, 2^. Cleavage of the nascent transcript at site A_2_ (Fig. 1a) separates the large particle into precursors of the 40S and 60S subunits.

**Fig. 1:**
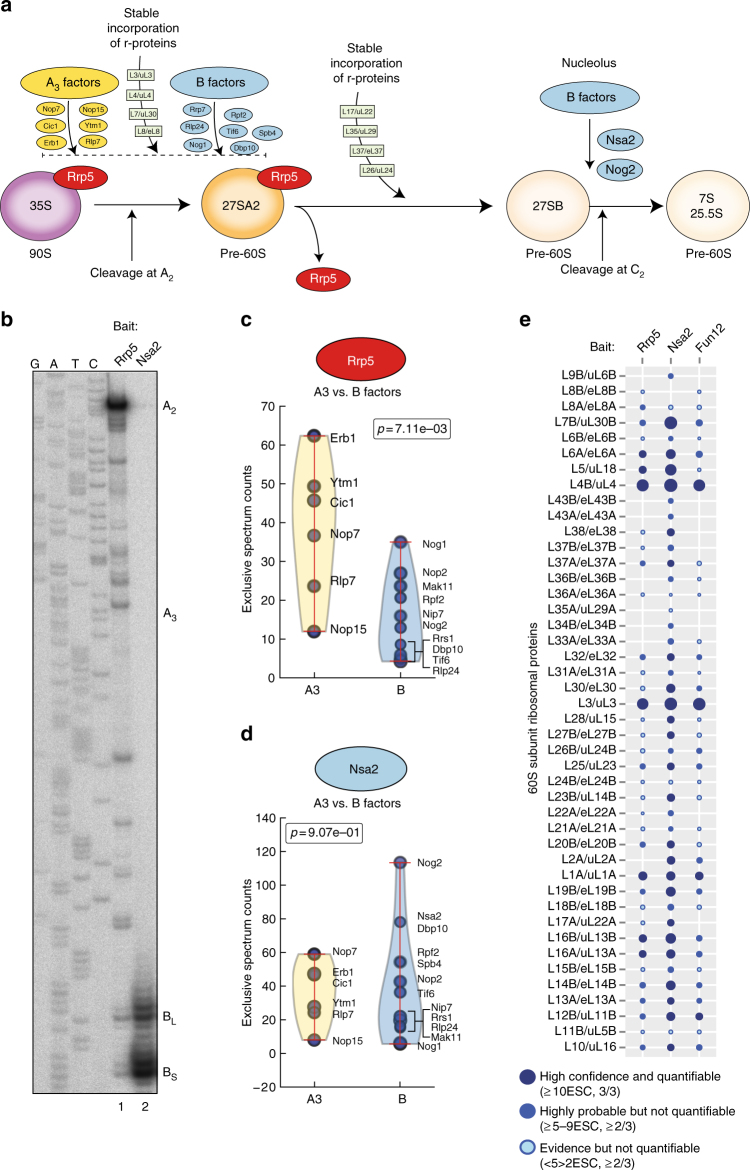
Affinity purification of 27SA_2_ and 27SB pre-rRNA. **a** Schematic representation of the assembly steps of the nucleolar pre-60S particles. The 35S pre-rRNA is processed to 27SB pre-rRNA in various stages, which involves binding of assembly factors required for 27SA_3_ processing (A_3_ factors), assembly factors required for cleavage in ITS2 (B factors) and r-proteins. **b** Primer extension analysis of 27S pre-rRNAs isolated from the Rrp5-TAP and Nsa2-TAP pre-60S particles. The cleavage sites are indicated on the *right side* of the gel image. Lanes labeled with G, A, T and C represent dideoxy sequencing ladders. **c**, **d** *Violin plots* showing the mass spectrometry results for ribosome assembly factors. The plot shows the distribution of A_3_ and B factors based on the ESCs from the Rrp5 (**c**) or Nsa2 (**d**) pre-60S complexes. The *p*-value was calculated using a *t*-test. **e** *Ball plots* showing the mass spectrometry results (ESC) for the r-protein composition of the complexes purified by Rrp5-TAP and Nsa2-TAP. The results were compared to the r-protein composition of the Fun12-TAP purified 80S particles. The larger the ball, the more enriched the protein was in the purification

Assembly of the 60S subunit involves processing of two rRNAs (5.8S and 25S rRNAs), and the incorporation of the third rRNA (5S rRNA) as a separate ribonucleoprotein complex^3^. Following cleavage of the nascent transcript at A_2_, the 27SA_2_ is converted into 27SB pre-rRNAs, either via cleavage at A_3_ followed by exonucleolytic trimming to B1_S_ or by cleavage at B1_L_. The 27SB pre-rRNAs are cleaved at site C_2_ in the second internal transcribed spacer (ITS2) region, generating 7S pre-rRNA and a 5′ extended 25S precursor (25.5S) (Fig. 1a). These are subsequently processed in the nucleus, and undergo final maturation steps after their export to the cytoplasm to form mature 5.8S and 25S rRNAs, respectively^4–6^.

Pre-rRNA processing and folding requires the incorporation of many ribosomal proteins (r-proteins) and the activity of hundreds of assembly factors. Many of the r-proteins initially bind with low affinity, and their association becomes increasingly more stable as the assembly process proceeds^7^. This gradual assembly of r-proteins is regulated by ribosome assembly factors that chaperone their timely incorporation^7^, and make the assembly process more efficient by preventing misfolding or kinetic traps that could lead to the formation of defective ribosomes^8^.

Although the dynamics of the binding and dissociation of assembly factors has been studied in detail, still relatively little is known about the order of rRNA-folding steps, how assembly factors influence rRNA folding, and how this regulates the timely assembly of r-proteins. Recent biochemical and cryo electron microscopy (cryo-EM) studies have provided important insights into restructuring events in late pre-60S complexes^9–14^, however, still little is known about rRNA folding during the nucleolar stages. To address this, we performed high-throughput RNA structure probing analyses (ChemModSeq^15^) on purified nucleolar pre-60S particles isolated from the yeast *S. cerevisiae*. These data enabled us to generate a step-by-step model of the changes in rRNA flexibility during the nucleolar stages of 60S assembly. Strikingly, our data indicate that the majority of the observed rRNA restructuring events take place during the conversion of 27SA_2_ to 27SB. During this stage, the 5.8S rRNA undergoes major structural rearrangements. These events coincide with the stable integration of r-proteins that are part of the polypeptide exit tunnel and the release of assembly factor Rrp5 that plays an important role in chaperoning rRNA folding^16^. Furthermore, we provide the first comprehensive structural analysis of ITS2 secondary structure, which demonstrate that ITS2 forms a highly compact structure, consistent with recent phylogenetic analyses^17^. Finally, comparing our nucleotide flexibility maps with the crystal structure of the 60S subunit enabled us to make predictions about the timing of the formation of r-protein-rRNA interactions as well as the formation of many long-range inter-domain interactions within the 60S subunit rRNAs.

Collectively, the results provide insights into the temporal order of rRNA restructuring events during 60S assembly and present a very useful resource for the design of more focussed functional analyses.

## Results

### Purification of pre-60S intermediates

To measure RNA structural differences between large subunit (LSU) pre-rRNA species, we purified pre-60S particles using TAP-tagged bait proteins previously shown to be incorporated in complexes containing 35S (Mrd1), 27SA_2_ (Rrp5), and 27SB (Nsa2) rRNAs (Fig. 1a, b)^18–20^. After IgG affinity purification, co-precipitated pre-rRNAs were resolved on an agarose gel and the RNAs of interest were excised from the gel and purified. To assess the homogeneity of the purified pre-rRNA species, primer extension analysis was performed (Fig. 1b). The data show that Rrp5-TAP predominantly co-precipitated 27SA_2_ pre-rRNA (Fig. 1b, lane 1) and Nsa2-TAP almost exclusively co-precipitated 27SB pre-rRNA (Fig. 1b, lane 2). As TAP purifications with 90S-associated factors did not generate sufficient 35S pre-rRNA for high-throughput pre-rRNA structure probing analyses (data not shown), we used a TAP-tagged Mrd1 mutant strain (Mrd1Δ5) that is kinetically delayed in 35S pre-rRNA processing but does not noticeably affect 27S pre-rRNA levels (Supplementary Fig. 1a, b)^20, 21^.

We also performed label-free quantitative mass spectrometry (MS) on the 60S pre-ribosomal particles purified using Rrp5 and Nsa2 as baits as well as 80S ribosomes, isolated using the translation initiation factor Fun12 (Fig. 1c–e, Supplementary Fig. 1c–e). We did not analyze the proteome of the Mrd1Δ5 particles as LSU assembly factors are likely highly under-represented in this complex, making the direct comparison with 60S particles complicated. The pre-60S MS data (Supplementary Data 1) are in excellent agreement with previous proteomic analyses of Rrp5- and Nsa2-associated complexes^14, 22–24^. Early 90S-associated assembly factors only co-precipitated with Rrp5, consistent with Rrp5 being part of both the 90S pre-ribosomes and early pre-60S intermediates^25^, while Nsa2 associates with 27SB pre-rRNA containing pre-60S intermediates^26^.

Conversion of 27SA_3_ to 27SB requires 12 proteins that are interdependent for their assembly, and which are referred to as A_3_ factors (Fig. 1a)^27^. Cleavage of 27SB at site C_2_ within ITS2 requires a set of assembly factors termed B-factors^28^ (Fig. 1a). Interestingly, most A_3_ factors (Nop7, Erb1, Ytm1, Rlp7, Cic1, and Nop15) were readily detectable in both Rrp5 and Nsa2 particles (Fig. 1c, d), suggesting that these proteins do not dissociate once 27SB has been generated. Notably, the A_3_ factors were significantly enriched over the B factors in the Rrp5 pre-ribosomes (Fig. 1c), while in the Nsa2 particle, A_3_ and B factors were present in comparable amounts (Fig. 1d). Assembly of the B factors takes place in two stages^28^; some B factors bind to the early 35S and 27SA_2_ pre-rRNA containing pre-ribosomes (Nop2, Nip7, Rpf2, Rrs1, Rlp24, Nog1, Tif6, Mak11, Spb4, and Dpb10), while others bind just prior to C_2_ cleavage (Nsa2 and Nog2). Consistent with this, the early B factors were detected in both the Rrp5 and Nsa2 pre-60S intermediates, whereas the later B factors were predominantly present in the Nsa2 particles (Fig. 1c, d).

Further comparison between the r-protein content of the Fun12-, Rrp5-, and Nsa2-associated particles indicated that the purified pre-60S intermediates contained a similar r-protein composition, although not all r-proteins could be detected with high confidence due to a dynamic range detection limit of the instruments. Note that in this manuscript, we combine both the old and new nomenclature for the yeast r-proteins^29,30^. The r-proteins that are readily detected in very early 60S pre-ribosomes, such as L3/uL3 and L4/uL4 were identified in equivalent amounts in Rrp5 and Nsa2 pre-60S intermediates. Some r-proteins were slightly more abundant in the Nsa2 particle compared to the Rrp5 particle. This modest imbalance could be explained by the fact that r-proteins become more stably incorporated into pre-ribosomes as the maturation progresses^7, 31^.

In conclusion, the purified pre-60S complexes showed the expected protein composition, providing a good basis for our structure probing analyses.

### ChemModSeq analyses of purified pre-60S ribosomes

To obtain pre-rRNA secondary structure information, the affinity purified pre-ribosomes were treated in vitro with the SHAPE chemical 1-methyl-7-nitroisatoic anhydride (1M7). Subsequently, the pre-rRNAs were resolved on agarose gels to remove contaminants and gel purified^15^. 1M7 generically reacts with all four nucleotides in flexible (mostly single-stranded) regions and acylates the 2′OH of the ribose^32^. To be able to assess the effect of protein binding events on pre-rRNA flexibility, we chemically probed pre-rRNAs from proteinase K (PK)-treated particles (Fig. 2a, Supplementary Fig. 1f). The rRNA regions bound by proteins can become more reactive to 1M7 in the deproteinized particles, in particular, those regions where proteins contact areas of single-stranded rRNA. This provided us with a unique approach to monitor the proposed gradual stabilization of r-protein association with pre-ribosomes^7, 31^.

**Fig. 2:**
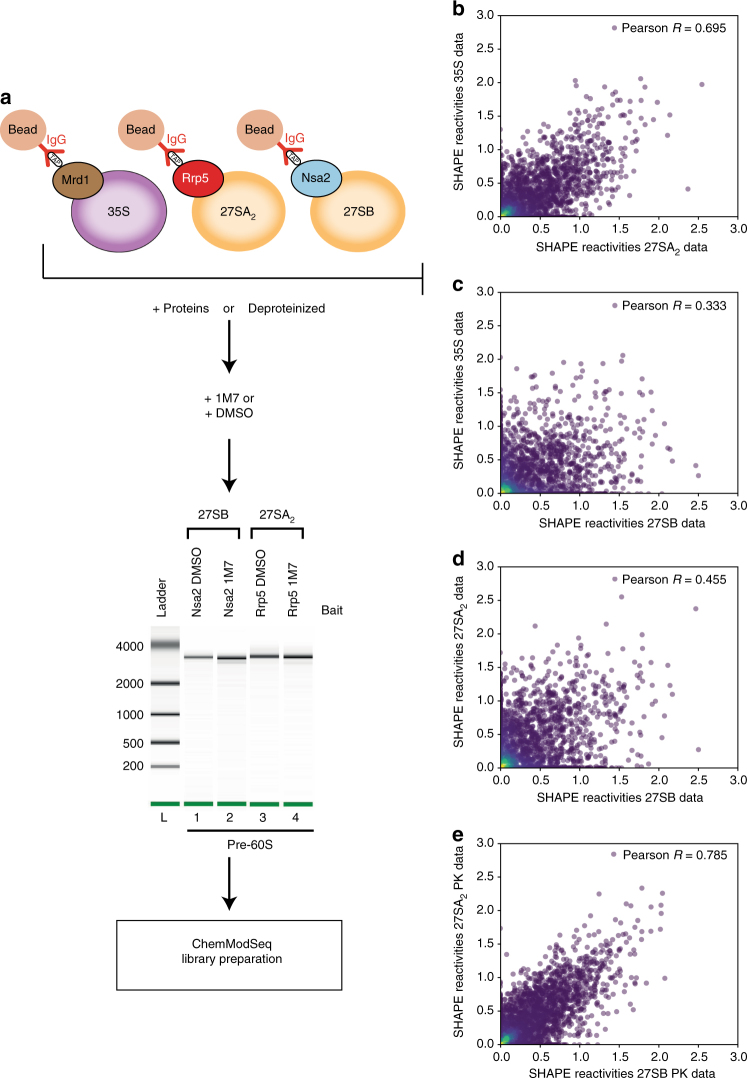
ChemModSeq experimental workflow and data analysis. **a** Particles containing the 35S, 27SA_2_, and 27SB pre-rRNAs were purified using TAP-tagged Mrd1, Rrp5, or Nsa2 as baits, respectively. Chemical probing was performed on the purified particles as well as PK-treated particles. As controls for natural primer extension stops, we also incubated purified particles and PK-treated particles with the 1M7 solvent (DMSO). The rRNAs were gel purified and their integrity was assessed on a bioanalyzer chip. **b**–**e** Many conformational changes take place between the 27A_2_ and 27SB particles. Shown are scatter plots that compare normalized SHAPE reactivity values of the 35S data to 27SA_2_ and 27SB data (**b**) and (**c**) and 27SA_2_ compared to 27SB data (**d**). Data generated from deproteinized particles is shown in **e**. The similarity between the data sets was determined by calculating Pearson correlation coefficients

The purity and integrity of the 27S pre-rRNA samples were analyzed using a bioanalyzer (27S pre-rRNAs; Fig. 2a) or agarose gels (35S pre-rRNA; Supplementary Fig. 1b, lane 7). Primer extension was performed to assess whether the samples were sufficiently modified (data not shown). Subsequently, ChemModSeq libraries were prepared from these samples and high-throughput sequenced. 

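1M7 attaches to the ribose of flexible nucleotides, which are mostly unpaired and not held by a protein, and stops reverse transcription there, so a high reactivity marks a flexible nucleotide. Pre-rRNA was probed in 3 purified particles: the 35S pre-rRNA in the particle of the bait protein Mrd1Δ5-TAP, the 27SA2 pre-rRNA in that of Rrp5-TAP and the 27SB pre-rRNA in that of Nsa2-TAP. Mrd1Δ5 is a mutant that lacks an RNA-binding domain and in which 35S accumulates, so 35S comes from another genetic background than the other pre-rRNAs. The Mrd1Δ5 cells were also shifted from galactose to glucose medium before collection, whereas the other strains were grown in glucose medium. The 27SA2 and 27SB pre-rRNAs were also probed after proteinase K (PK) had digested the particle's proteins, and these samples are called deproteinized. Every sample was treated with 12.5 mM 1M7, or with the solvent DMSO as the control. The 22 libraries held 6340106 to 51537734 properly paired reads each. In the 1M7-treated libraries of the native particles, 35S had 19840072 and 19900346 reads and 27SB had 12114098 and 30899044, whereas the 3 libraries of 27SA2 had 6340106, 10621146 and 13463826. The deproteinized samples were sequenced more deeply, with 36342654 and 40588576 reads for 27SA2 and 41450958 and 51537734 for 27SB. The DMSO libraries held 10095840 to 36760208. The authors collapsed reads on random barcodes, mapped them to the rDNA, counted reverse transcription stops, summed the replicates, took off the DMSO signal and normalized to the most reactive nucleotides. The deposited unit is a reactivity score, with 1 value per nucleotide and particle, so the values carry no replicate error (no SD and no n). They span the 3786 nucleotides of the 27SB region on chromosome XII, which are 158 of the short mature rRNA upstream of ITS2, 232 of the spacer ITS2 and 3396 of 25S. Nucleotides of low coverage have no value: 60 in 35S, 269 in 27SA2, 94 in 27SB and 131 in each deproteinized sample. Most of them lie after position 3000 of 25S, except that 64 of those in 27SA2 lie in domain I. Reactivities were compared as deposited, without further scaling, and all intervals are 95% intervals over nucleotides and not over replicates.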

ChemModSeq data from two biological replicates were pooled to increase the total coverage, followed by calculation of normalized 1M7 reactivities^33^. The 1M7 reactivity data is provided in Supplementary Data 2. Pearson correlation analysis revealed a positive correlation between 35S, 27SA_2_, and 27SB data (Fig. 2b–d). However, the 35S and 27SA_2_ data were considerably more highly correlated than either 35S or 27SA_2_ and 27SB. These results suggest that the 27S pre-rRNA undergoes major changes in RNA flexibility during the conversion of the 27SA_2_ to 27SB particle and that the pre-rRNA structure in the 35S and 27SA_2_ particles is quite similar. 

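The nucleotides that were flexible in the 35S particle were largely flexible in the 27SA2 particle too, whereas a partly different set was flexible in 27SB. Across the nucleotides of the 27SB region, Pearson's r between 35S and 27SA2 was 0.694 (0.649 to 0.732, 3517 nucleotides). It was 0.332 between 35S and 27SB (0.27 to 0.391, 3689 nucleotides) and 0.454 between 27SA2 and 27SB (0.401 to 0.505, 3514 nucleotides). The order of these 3 correlations was the same in 9 of 9 regions taken alone, namely the rRNA upstream of ITS2, ITS2 and the 7 domains of 25S. Between 35S and 27SA2, r ranged from 0.56 in domain I to 0.829 in domain VI. Between 35S and 27SB, it ranged from 0.248 in domain III to 0.507 in domain 0, and between 27SA2 and 27SB from 0.314 in domain III to 0.619 in domain 0. Nucleotides are not independent replicates, and neighbouring values are related, so the intervals come from resampled blocks of 50 nucleotides and no p-value is given.

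**Figure D1:**
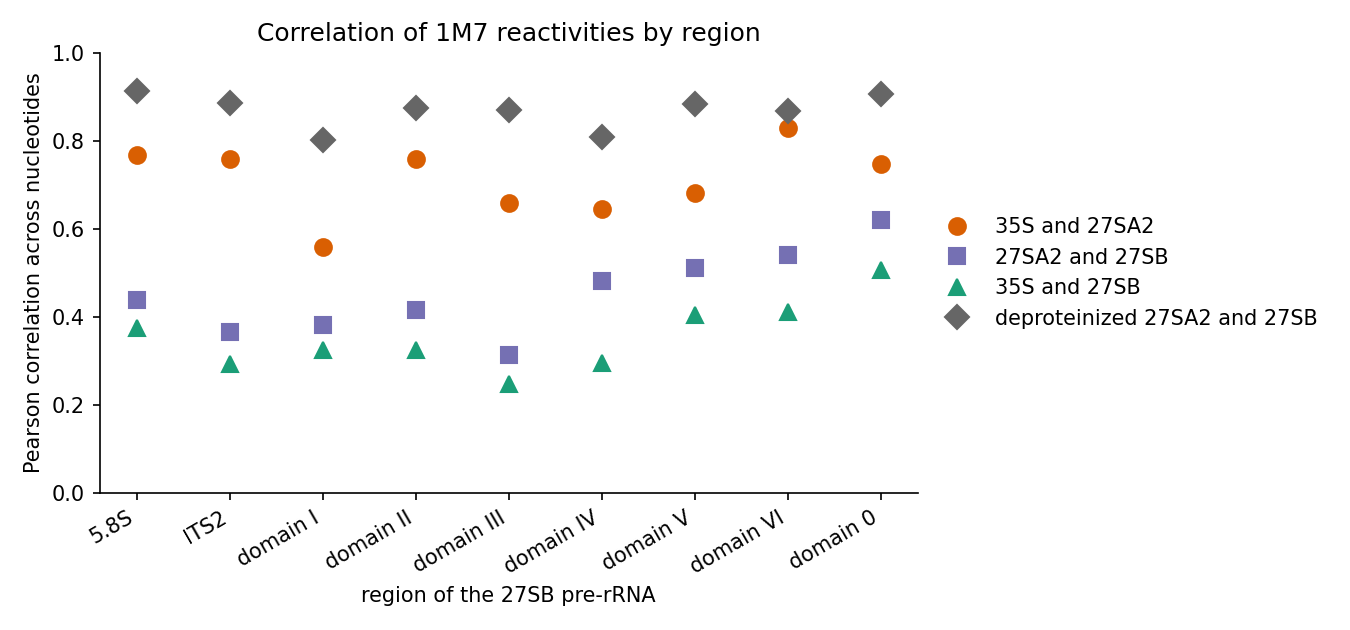
Pearson's r between the 1M7 reactivities of pairs of particles, by region of the 27SB pre-rRNA. In domain III, r was 0.248 between 35S and 27SB.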

The highest correlation between any two data sets in our analysis was found for deproteinized 27SA_2_ and 27SB pre-rRNAs (Fig. 2e), indicating that many of the observed changes in reactivity between 27SA_2_ and 27SB may be due to RNA–protein interactions.

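In the deposited values, the 27SA2 and 27SB pre-rRNAs had much the same pattern of flexible nucleotides once their proteins were digested. Their reactivities correlated with r = 0.886 (0.861 to 0.907, 3655 nucleotides). The lowest r of this pair was in domain I (0.801) and the highest in the rRNA upstream of ITS2 (0.914). Each native particle differed more from its own deproteinized pre-rRNA. Pearson's r was 0.597 for 27SA2 (0.537 to 0.65) and 0.411 for 27SB (0.334 to 0.474). In domain I, where many early r-proteins bind, native and deproteinized 27SB were almost unrelated (r = 0.0846), whereas native and deproteinized 27SA2 kept an r of 0.358. Both deproteinized samples lack values at the same nucleotides.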

To determine how the structural information provided by the 1M7 probing experiments compares to the crystal structure of the 25S rRNA in the 60S subunit^34^, for each domain in the 25S rRNA, we calculated area under ROC (receiver operating characteristic) curves using a binary classifier that only included nucleotides that were single stranded and not contacted by r-proteins in the crystal structure. As expected, these data indicate that the very early pre-60S intermediates analyzed in this study are structurally distinct from the mature 60S subunit (Supplementary Fig. 2). These data further indicate that domains I, II, and VI in the 35S and 27SA_2_ particles, and domains II, III, and V in the 27SB particle, are more similar to the crystal structure than other domains in these pre-60S particles.

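In the mature 60S subunit, an unpaired nucleotide with no r-protein contact is free to react with 1M7, and the area under the ROC curve (AUC) measures how well high reactivity picks out such nucleotides within a domain. An AUC of 1 is perfect and chance gives 0.5. In the 35S particle, domain III had the highest AUC (0.654), followed by domain I (0.649), domain VI (0.64) and domain II (0.634). The 27SA2 particle had its highest values in domains II (0.628), V (0.617) and I (0.609), and its value in domain VI was 0.58. In 27SB the order was domain II (0.660), domain VI (0.657), domain III (0.645) and domain V (0.619), and domain I had fallen to 0.574. The domains of a particle differed little, and with only 42 to 55 such nucleotides with a value in domain VI and 100 to 102 in domain III the ranks are uncertain.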

### Gradual assembly of r-proteins into 60S pre-ribosomes

To identify statistically significant differences in pre-rRNA nucleotide flexibility between the different particles, we employed the previously described ΔSHAPE algorithm^35^. SHAPE reactivities from different particles were subtracted and reactivities were averaged over a three-nucleotide sliding window to reduce local signal fluctuation. To be considered statistically significant, the difference in SHAPE reactivity (ΔSHAPE) had to be at least 1 standard deviation higher than the mean ΔSHAPE values^35^. Because the 35S and 27SA_2_ data showed very similar SHAPE reactivity patterns, we focussed our analyses on the differences observed between 35S, 27SA_2_, and the 27SB data (Fig. 3a, b). The ΔSHAPE analyses confirmed that the 27SB particle showed a markedly different SHAPE reactivity profile compared to the other samples analyzed (Fig. 3b). 

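27SB differed from the earlier particles by more than these differed from each other. The SD of the difference, averaged over 3 nucleotides, was 0.247 between 35S and 27SB and 0.236 between 27SA2 and 27SB, but 0.169 between 35S and 27SA2. A site was called when the averaged difference lay at least 1 SD from its mean. Of 3679 nucleotides compared between 35S and 27SB, 461 (12.5%) were less reactive in 27SB and 475 (12.9%) were more reactive. Between 27SA2 and 27SB, 439 of 3498 were less reactive in 27SB and 434 were more reactive. The same rule called 910 of 3501 nucleotides between 35S and 27SA2. Of the nucleotides tested in both comparisons with 27SB, 200 were less reactive in 27SB in both (53.8 expected for independent lists) and 335 were more reactive in both (56.6 expected). The threshold follows the spread of the differences themselves, so it largely sets the number of calls and their even split, which are not findings by themselves: in 3786 simulated nucleotides that differed by noise alone, it called 29.6%. Part of the overlap may come from the 27SB values that both comparisons share. Unchanged profiles simulated from 27SB, over as many nucleotides, gave 195.3 shared calls of lower and 261.4 of higher reactivity. These came from longer lists of 560.3 and 561.35 calls, with 83.7 and 84.3 shared calls expected for independent lists. In the data, the lists against 35S held 429 and 456 of the nucleotides tested in both comparisons. The simulated and measured counts of shared calls are therefore not directly comparable.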

Almost all of the 25S rRNA domains appeared to undergo conformational changes during the nucleolar stages of 60S assembly (Fig. 3a, b). 

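Every domain of 25S held nucleotides called changed between the earlier particles and 27SB. The rule called 29.6% of simulated nucleotides with noise alone, so calls in every domain are not a finding by themselves. The share of nucleotides called changed between 35S and 27SB was lowest in domain I (20.3%) and highest in domain VI (33.4%). Against 27SA2 it ranged from 17.5% in domain 0 to 35.8% in domain VI. Domain I mostly lost flexibility, with 104 nucleotides less and 25 more reactive in 27SB than in 35S, whereas domain II went both ways (119 less, 77 more). Domain III gained flexibility over 35S (14 less, 77 more), but against 27SA2 it changed in both directions (52 less, 62 more). By the averaged difference, the largest losses in 25S peaked at A691 of domain II, which contacts L4, L13 and L15 (1.155 in 35S, 0 in 27SB), G1591 of domain III, which contacts L34 (0.861 in 27SA2, 0 in 27SB), and C135 of domain I, which contacts L35 (1.401 in 27SA2, 0 in 27SB). The values in brackets are those of the peak nucleotide alone, and some other single nucleotides fell by more. The largest gains by the averaged difference included unpaired nucleotides such as G2952 of domain V (0.0751 in 35S, 1.126 in 27SB) and A1080 of domain II, which contacts L5 (0.000172 in 35S, 0.976 in 27SB). Of the 10 strongest averaged gains over 35S, 8 were at nucleotides unpaired in the mature subunit.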

The most striking observations were the increase in nucleotide flexibility in the 3′ end region of the 27SB pre-rRNA (domains IV–VI) and the fact that the 5.8S showed significantly higher SHAPE reactivity in the 35S and 27SA_2_ particles. 

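On the way from 35S to 27SB, the rRNA upstream of ITS2 became rigid while the 3′ part of 25S became more flexible. The mean reactivity of the rRNA upstream of ITS2 was 0.404 in 35S, 0.285 in 27SA2 and 0.0874 in 27SB. The difference from 27SB was 0.317 for 35S (0.224 to 0.403) and 0.198 for 27SA2 (0.115 to 0.277). Few windows of the same length placed elsewhere in the 27SB region had a fall this large: this rRNA was at the 98.0 percentile of shifted windows against 35S. Domains IV to VI together rose from 0.183 in 35S to 0.264 in 27SB at the nucleotides measured in both, a difference of -0.0811 (-0.113 to -0.0499) for 35S minus 27SB. By domain, 35S minus 27SB was -0.0704 in domain IV, -0.0747 in domain V and -0.108 in domain VI. Domain III, which is not part of the 3′ end, had a change as large (-0.109). Against 27SA2 the rise of domains IV to VI was small, at -0.0281 (-0.0581 to -8.97e-05). It came from domain V (-0.0572), since domain IV was level (0.0173) and the interval for domain VI (-0.0321) included 0. Of the calls in domains IV to VI, 235 were more and 132 less reactive in 27SB than in 27SA2. With each particle weighted by a fit to the published ΔSHAPE values, a weighting chosen after seeing the data, the difference from 27SA2 was 0.00453.

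**Figure D2:**
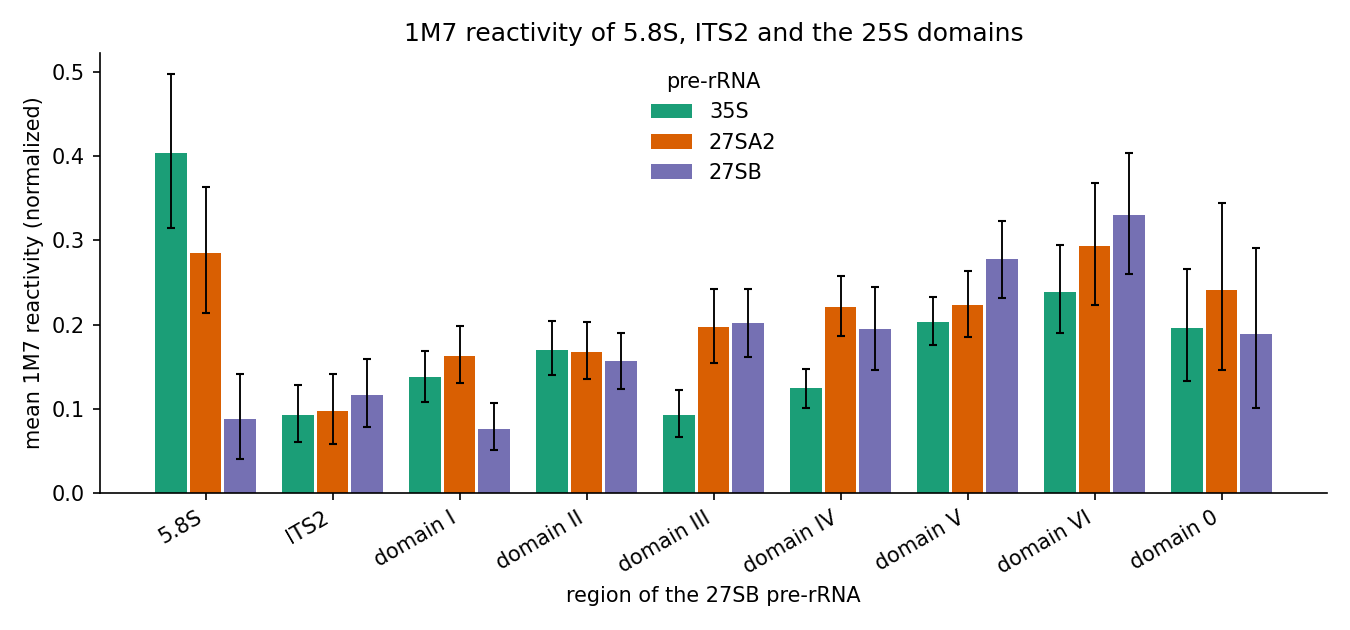
Mean 1M7 reactivity of each region in the 3 native particles, with intervals over nucleotides. The mean of the rRNA upstream of ITS2 fell from 0.404 in 35S to 0.0874 in 27SB.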

The latter suggests that the 5.8S region undergoes major conformational changes during the conversion of 27SA_2_ to 27SB (also see below). In contrast, relatively few changes in flexibility were observed in ITS2 (Fig. 3b).

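ITS2, the spacer upstream of 25S, kept a low mean reactivity through these steps. Its mean was 0.0927 in 35S, 0.0974 in 27SA2 and 0.116 in 27SB. The difference 35S minus 27SB was -0.0235, with an interval (-0.0682 to 0.0228) that includes 0. The share of its nucleotides above 0 did rise, with -15.9 points for 35S minus 27SB (-28.0 to -4.31), and within ITS2 the mean of nucleotides 100 to 200 rose from 0.0370 in 27SA2 to 0.116 in 27SB. Changed nucleotides made up 19.8% of ITS2 against 35S and 16.8% against 27SA2, compared with 55.7% of the rRNA upstream of ITS2 against 35S. Against 35S, 23 nucleotides of ITS2 were less reactive and 23 more reactive in 27SB. The share of changed nucleotides in ITS2 was below that in every 25S domain in both comparisons, and 25S as a whole had 24.4% against 35S.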

**Fig. 3:**
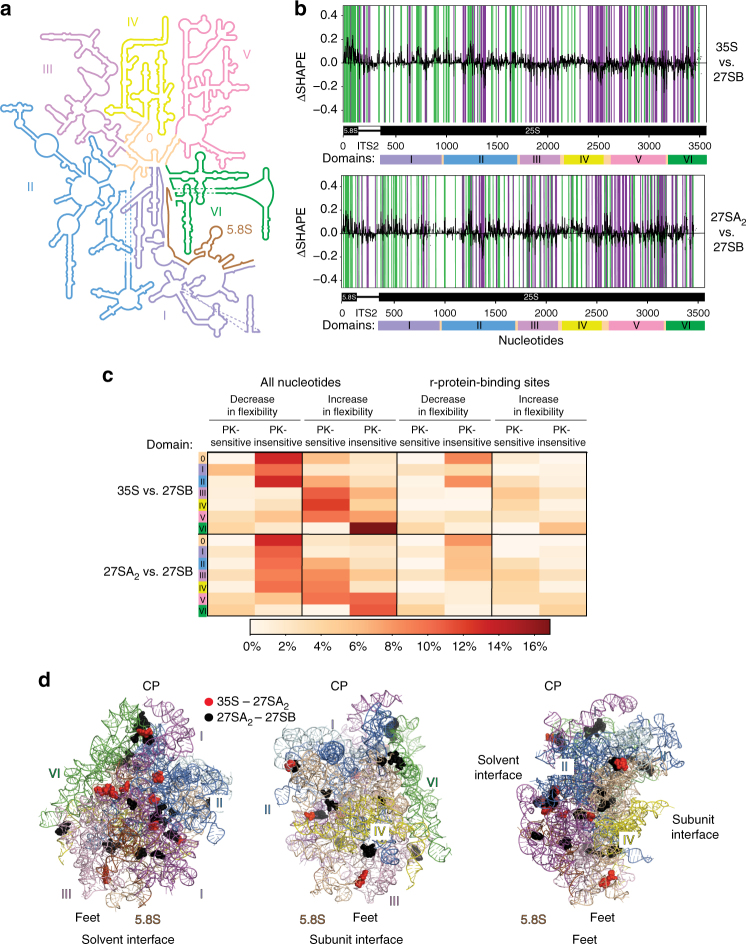
Folding of 25S rRNA domains. **a** Secondary structure model for the 25S and 5.8S rRNAs generated using RiboVision^64^. The individual domains are colored. **b** Differential SHAPE (ΔSHAPE) analysis of 35S, 27SA_2_, and 27SB particles. The *histograms* show a comparison between 35S and 27SB data and 27SA_2_ compared to 27SB data. If a region is highlighted in *green*, then it is more reactive in the 35S (*top*) or 27SA_2_ (*bottom*) data. If a region is highlighted in *purple*, it is more reactive in the 27SB data. ΔSHAPE reactivities were calculated as using code developed by the Weeks lab^36^. **c** The *heat map* indicates the percentage of nucleotides in each 25S rRNA domain (indicated on the *left side* of each domain) that showed a decreased or an increase reactivity when comparing the various particles (35S vs. 27SB and 27SA_2_ vs. 27SB) as well as whether these changes were sensitive or insensitive to PK treatment. Shown are the results for all the nucleotides as well as the nucleotides that overlapped with r-protein-binding sites in the 60S crystal structure^35^. **d** Overview of the PKSRP sites in the three-dimensional structure of the 25S rRNA^35^. Most of the proposed protein–rRNA interactions are concentrated on the solvent interface, with fewer PKSRP sites identified on the subunit interface, central protuberance (CP), and feet. Protein-binding sites were defined according to the crystal structure of the ribosome^35^

To be able to assess which changes in flexibility could be explained by protein-binding events, we next compared the pre-ribosome SHAPE data to the data obtained from the PK-treated samples (Fig. 3c). When we discuss PK-sensitive nucleotides, we refer to positions that showed significant ΔSHAPE values when comparing data from 35S or 27SA_2_ to 27SB particles, however, this change in flexibility was reversed in the PK-treated 27SB data. When we discuss PK-insensitive sites, we refer to positions that showed significant ΔSHAPE values between 35S-27A_2_ and 27SB particles, which were not reversed by PK treatment of the 27SB particles. 

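A fall in reactivity that comes from a bound protein is expected to be undone when PK digests the protein, whereas a fall that comes from RNA folding can stay. Here a change counted as PK-sensitive when the difference between deproteinized and native 27SB was itself called in the opposite direction. Among the nucleotides that fell from 35S to 27SB, 347 (75.3%) were PK-insensitive and 114 (24.7%, 20.9 to 28.9) were PK-sensitive. Among those that fell from 27SA2 to 27SB, 321 (73.1%) were PK-insensitive and 118 (26.9%, 22.8 to 31.3) were PK-sensitive. PK-insensitive means only that no reversal was called, not that a nucleotide stayed low: without a threshold, 38.0% of the falls from 35S and 37.6% of those from 27SA2 regained at least 0.5 of the averaged change. In the rRNA upstream of ITS2, 81 of the 86 nucleotides that fell from 35S were PK-insensitive, and in domain II 89 of 119 were. In domain VI the balance was the other way, since 16 of the 20 nucleotides that fell from 35S were PK-sensitive, but there 52.3% of all nucleotides tested were called more reactive after digestion, so a reversal is frequent in this domain whatever the cause of the fall. The PK-sensitive numbers exceed those for independent lists (62.3 and 57.2). Both differences use the same native 27SB values, however. Unchanged profiles simulated from 27SB, with an assumed noise SD of 0.1, had 34.6% of their falls reversed over 3786 nucleotides. This is above both shares found, so some of the reversal, of unknown extent, may come from the shared values. All simulated calls are noise, and the true noise is not known, so the simulation cannot tell how much. The intervals are exact binomial intervals over nucleotides. Neighbouring calls share averaged values, and the 461 falls from 35S lie in 135 runs, so these intervals are too narrow.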

The majority of the nucleotides that showed a decrease in SHAPE reactivity in 27SB particles were PK-insensitive. These data suggest that these changes were unlikely the result of protein-binding events. The majority of these sites was located in domains 0–III (Fig. 3c), indicating that these domains fold into a more compact structure in the nucleolus. In contrast, most of the sites that showed increased flexibility in the 27SB particles were PK-sensitive and concentrated in domains III–V. These data suggest that RNA-binding proteins that interact with the 27SB particle (such as assembly factors or r-proteins) increase the flexibility of these domains. 

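Within 25S, PK-insensitive falls lay mostly in domains 0 to III. Of the PK-insensitive falls from 35S, 185 (53.3%) lay in domains 0 to III, with 89 in domain II, 66 in domain I, 20 in domain 0 and 10 in domain III. These domains make up 52.6% of the 27SB region, so over the whole region the falls were not concentrated there. The rRNA upstream of ITS2 held 81 in its 158 nucleotides and so had the highest density, and most of the others were in domains V (36) and IV (22). Counting 25S alone, domains 0 to III held 74.9% of these falls, and they make up 58.6% of 25S. Of the PK-insensitive falls from 27SA2, 178 (55.5%) lay in domains 0 to III, which was 67.9% of those in 25S. There the largest numbers were again in domains I (66) and II (56), followed by domain IV (48) and domain III (39).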

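A majority of the gains called in 27SB were met by a called fall when the particle's proteins were digested. Such a fall can be partial: U2980 of domain 0 had 1.097 in 27SB and 0.753 after digestion. Of the nucleotides more reactive in 27SB than in 35S, 261 (54.9%, 50.3 to 59.5) were PK-sensitive, and of those more reactive than in 27SA2, 252 (58.1%, 53.3 to 62.8) were. Domain IV had the highest proportion, with 60 of 70 gains over 35S and 47 of 52 gains over 27SA2, but 96 of its 422 nucleotides (22.7%, more than in any other region) were called less reactive after digestion and only 1 more reactive, which favours a reversal of gains there whatever their cause. Domain III had 46 of 77 and domain V 66 of 109 over 35S. Domains III to V held 65.9% of the PK-sensitive gains over 35S and 63.9% of those over 27SA2, and they span 37.8% of the 27SB region. Domain II also held many (55 of 77 over 35S). In domain VI the gains were almost all PK-insensitive, with 3 of 79 reversed, but only 4 of the 266 nucleotides tested in this domain were called less reactive after digestion and 139 were called more reactive, so few gains could be reversed there. Among the strongest reversed sites over 35S by the averaged difference were G2952 and U2875 of domain V, which had 1.126 and 0.776 in 27SB and 0.255 and 0.155 after digestion, and C1762 of domain III (1.032, then 0). Independent lists would share 54.8 and 52.1 nucleotides. Unchanged profiles were simulated from 27SB over 3786 nucleotides, with an assumed noise SD of 0.1. In these, 47.1% of the gains were reversed through the shared 27SB values alone. All their calls are noise, and the true noise is not known, so the simulation cannot tell how much of the reversal found here is noise.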

Interestingly, a fraction of these sites also overlapped with r-protein-binding sites (Fig. 3c; r-protein-binding sites, increase in flexibility).

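Some of the nucleotides that became more flexible in 27SB are contacted by r-proteins in the mature subunit. Over 35S these were 148 nucleotides, of which 89 (60.1%) were PK-sensitive, and over 27SA2 145, of which 79 (54.5%) were. For the gains over 35S, domain II had 26 of 30 contacted nucleotides reversed by digestion, domain III 23 of 36, domain IV 19 of 20 and domain V 15 of 27, but domain I only 2 of 6 and domain VI only 1 of 26. Named sites of this kind were A1080 at a contact of L5 and G1349 at a contact of L18, both in domain II and both at 0 after digestion.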

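Losses of flexibility that protein digestion undid were most numerous in domain I when counted from 35S and in domains VI and I when counted from 27SA2. Domain I held 38 (33.3%) of the PK-sensitive losses from 35S and spans 16.8% of the 27SB region. From 27SA2, domain VI held 25, domain I 24 (20.3%), domain V 23 and domain II 22. The 25 of domain VI came from only 30 falls, but digestion of 27SB raised this domain as a whole, with 52.3% of its nucleotides called more reactive. Domain IV had none in either comparison, and only 1 of its 422 nucleotides was called more reactive after digestion. At nucleotides that r-proteins contact in the mature subunit, 54 of the 216 losses from 35S (25.0%) were PK-sensitive, nearly the same share as the 60 of 245 (24.5%) at other nucleotides. For losses from 27SA2 these were 65 of 211 (30.8%, 24.6 to 37.5) and 53 of 228 (23.2%, 17.9 to 29.3), with intervals that overlap. Among the strongest losses, U966 of domain II, a contact of L13 and L28, fell from 0.379 in 35S to 0 in 27SB and reached only 0.0310 after digestion, although the average over its neighbours was called as recovered. A952 of domain II, a contact of L29, fell from 1.411 in 27SA2 to 0.516 and had 0.793 after digestion.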

For a number of nucleotides, we observed a decrease in flexibility in 27SB particles, and these changes were PK-sensitive (Fig. 3c; decrease in flexibility and PK-sensitive). We speculate that gradual assembly of r-proteins that bind with low affinity to early 60S pre-ribosomes, but become more stably bound in later intermediates, could explain some of these changes^3, 7, 24, 36, 37^, although alternative explanations are possible (see Discussion). We refer to these sites as PKSRP (PK-sensitive SHAPE reactive sites bound by r-proteins). 

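The published list of r-protein contacts whose reactivity changed with PK names 225 contacts of 36 r-proteins, at 199 positions of 25S. At 62 of these positions the listed change is a reduction in a processing step. Domain I held 18 of the reductions (29.0%, against 19.8% of all contacted nucleotides), domain VI 17 (27.4%, against 13.9%) and domain V 15 (24.2%, against 14.9%). Domain III held 9 of them (14.5%), close to its 13.5% of the contacted nucleotides, domain II only 3, and domains IV and 0 none. Over all 199 positions, gains included, domain III had the most, with 49 (24.6%), followed by domains II (39) and I (34). Counted by contacted nucleotides, 27.1% of those in domain IV and 26.5% of those in domain III were listed, but 12.5% of those in domain I. Places on the solvent side, the central protuberance or the feet were not analysed here.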

Interestingly, most of the PKSRP sites were mainly located/concentrated on the solvent-exposed interface (in particular in domain I) of the 60S subunit, but were under-represented on the subunit interface (which includes domains III and IV), the central protuberance, and the feet (Fig. 3d, Supplementary Data 3, Supplementary Movie 1).

### Formation of long-range inter-domain interactions

Several of the PKSRP sites are contacted by the same ribosomal protein in the mature 60S subunit, but lie in different structural domains. Some of these nucleotides showed a decrease in reactivity during the conversion of 35S to 27SA_2_ and 27SA_2_ to 27SB. 

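In the reactivities, nearly every listed reduction was visible as a fall in its own step, and nearly every one recovered when the proteins were digested. For the step from 35S to 27SA2, 20 reductions are listed, and at 19 of them (95.0%, 75.1 to 99.9) the smoothed reactivity was lower in 27SA2 than in 35S and higher again in deproteinized 27SA2. For the step from 27SA2 to 27SB, 50 of the 53 listed reductions had values, and all 50 (92.9% to 100%) fell in 27SB and rose in deproteinized 27SB. Among all contacted nucleotides, 18.2% met the same criteria in the first step and 33.3% in the second. The list was drawn up on these samples, so the shares are not independent evidence.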

We interpret these changes as gradual stabilization of r-protein binding and formation or stabilization of long-range and/or inter-domain interactions. Some examples are discussed below and a complete overview can be found in Supplementary Data 3. The locations of the PKSRP sites suggest that interactions between domains I, II, V, and VI are formed by L4/uL4, L17/uL22, and L42/eL43 during the conversion of 35S to 27SB pre-rRNA (Fig. 4a). Similarly, we predict that several long-range interactions between domains III and V are formed by L2/uL2, L34/uL34, and L43/eL43 in the nucleolus (Fig. 4b). 

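L4 and L17 each touch more than 1 domain of 25S, and their sites listed as reductions lost reactivity at different steps. L4 contacts 1 listed nucleotide in domain I and 1 in domain II that fell first: the site in domain I went from 1.097 in 35S to 0.448 in 27SA2, and that in domain II from 0.425 to 0.0773. In native 27SB the site in domain I was at 0.105, but that in domain II was back at 0.276. Another 3 contacts of L4 in domain I fell later, from a mean of 0.549 in 27SA2 to 0.0423 in 27SB. L17 had 4 early sites in domain I, with means of 0.525 in 35S, 0.191 in 27SA2 and 0 in 27SB, and these rose to 0.494 in deproteinized 27SB. Its 2 early sites in domain VI went from 0.537 to 0.159, and 1 of them met both criteria of a fall and a recovery, as did the only one of its 3 later sites there that could be tested (means of the 3: 0.504 in 27SA2, 0.137 in 27SB). The L42 contacts fell in the later step: 1 site in domain I went from 1.065 in 27SA2 to 0.379 in 27SB, and 2 in domain V from 0.497 to 0.00795. Those in domain V were at 0.421 after digestion, whereas the site in domain I was at 0.274, so there only the average with its neighbours rose. At a further L42 site in domain I, listed for the earlier step, the nucleotide itself rose from 0 to 0.139, and only the average with its neighbours fell. Gains are listed too: 2 contacts of L4 in domain II rose from 0.00594 in 27SA2 to 0.921 in 27SB, and L17 has 9 listed gains beside 9 listed reductions. These are single nucleotides or sets of at most 4, without an interval.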

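At the contacts of L2, L34 and L43 that are listed as reductions, reactivity was lost in domain V from 35S to 27SA2 and in domain III from 27SA2 to 27SB. The early losses in domain V rest on 2 nucleotides: a contact shared by L2, L34 and L43 dropped from 0.589 in 35S to 0.0387 in 27SA2, and a second contact of L34 went from 0.187 to 0. In domain III the reactivity rose before it fell: in 35S, 27SA2 and 27SB, 4 contacts of L2 had means of 0.420, 0.559 and 0.119, 3 of L43, of which 2 are also among those of L2, had 0.295, 0.414 and 0.0193, and 1 of L34 had 0, 0.873 and 0. A further contact of L2 in domain V also fell at this later step, from 0.699 to 0.418. Gains are listed as well: in domain III, 7 contacts of L34 rose from 0.199 in 35S to 0.810 in 27SA2 and 1 rose from 0 in 27SA2 to 0.588 in 27SB, in domain IV 3 contacts of L43 rose from 0.265 in 27SA2 to 0.606 in 27SB, and for L2 there are 9, of which 8 are in domain IV. After digestion of 27SB, the domain III means were 0.587 for L2, 0.449 for L43 and 0.317 for L34. The early fall in domain V was kept at 1 of the 2 nucleotides: in native 27SB, the shared site was back at 0.497 and the second site of L34 was at 0.

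**Figure D3:**
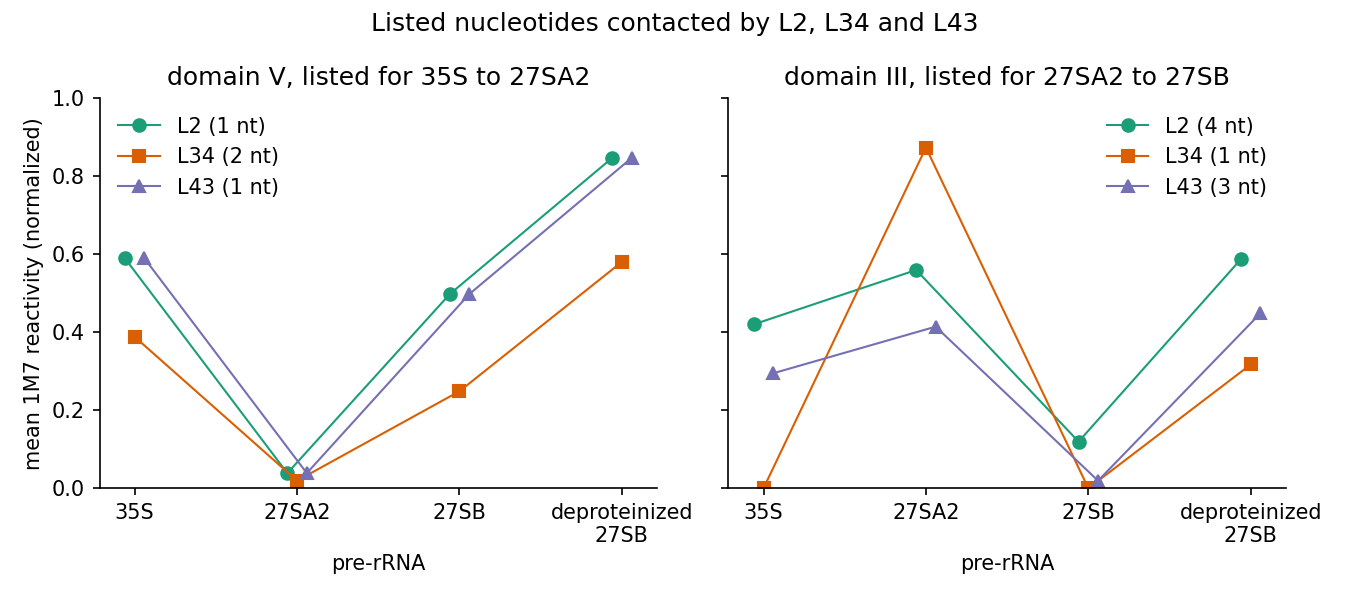
Mean 1M7 reactivity of the listed contacts of L2, L34 and L43 in domains V and III in 35S, 27SA2, 27SB and deproteinized 27SB. The domain V site of L2 is at 0.0387 in 27SA2 and at 0.497 in 27SB, and it is also the site of L43 and 1 of the 2 sites of L34.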

Interestingly, in the latter cases, the r-proteins initially bind domain V during the conversion of 35S to 27SA_2_ and then bind domain III in the 27SB particle.

**Fig. 4:**
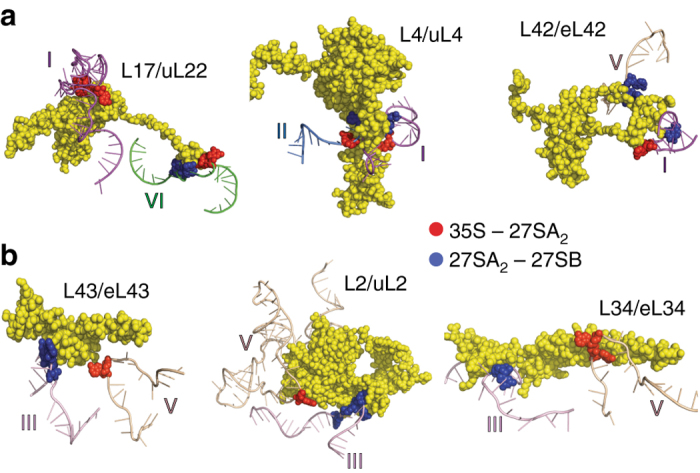
Models of inter-domain interactions formed during nucleolar stages of 60S assembly. The *yellow spheres* indicate r-proteins. Predicted protein–rRNA interactions formed during the conversion of 35S of 27SA_2_ and the conversion of 27SA_2_ to 27SB are indicated with *red* and *blue dots*, respectively. Protein-binding sites were defined according to the crystal structure of the ribosome^35^. **a** Binding of L17/uL22 L4/uL4 and L42/eL42 to domains I (*purple*), V (*wheat*), and VI (*green*) of the 25S during the conversion of 35S to 27SB pre-rRNA. **b** Sequential binding of L43/eL43, L2/uL2, and L34/eL34 brings domains III (*pink*) and V (*wheat*) in close proximity

Collectively, the data shown here indicate that rRNA-folding steps within many domains of the 25S rRNA region take place in the nucleolus, suggesting that many distant domains in the pre-rRNA could fold around the same time.

### Restructuring of 5.8S during the conversion of 27SA_2_ to 27SB

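The rRNA upstream of ITS2 was the most flexible part of the 27SB region in the 35S particle and among its least flexible parts in 27SB. In 35S, 46.8% of its 158 nucleotides had a reactivity of at least 0.4, and in 27SB 7.59% had. Of the 158, 86 (54.4%) were called less reactive in 27SB than in 35S and 2 were called more reactive. The authors' deposited table of calls marks 102 nucleotides of this rRNA as reactive in 35S and 28 in 27SB. By the difference averaged over 3 nucleotides, the strongest falls peaked at U102 and A43, both paired in the mature rRNA and in contact with L37: U102 went from 1.614 to 0 and A43 from 0.943 to 0.161, less than several other single nucleotides. A53, a contact of L39, went from 0.909 to 0.129. Of the 10 strongest averaged falls from 35S to 27SB in the whole 27SB region, 5 were in the rRNA upstream of ITS2.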

The ΔSHAPE analyses as well as follow-up primer extension analyses indicated that the 5.8S region undergoes considerable structural rearrangements during the conversion of 35S to 27SB pre-rRNA (Fig. 3b, Supplementary Fig. 3). Closer inspection of modification patterns generated by both methods revealed that the major changes in RNA flexibility in this region occur specifically during the conversion of 27SA_2_ to 27SB (Fig. 5a, compare lanes 2 and 3, Supplementary Fig. 3a–c). 

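The rRNA upstream of ITS2 lost flexibility in both steps. From 35S to 27SA2 its mean fell by 0.119 (0.0595 to 0.180), with 68 nucleotides called lower in 27SA2 and 3 higher. From 27SA2 to 27SB it fell by 0.198 (0.115 to 0.277), and 53 nucleotides (33.5%) were called lower and 2 higher, under a wider threshold because the differences of this pair have a larger SD. The intervals overlap, and at the same mean of every particle the second step was 0.185 of a whole fall of 0.371, so the step with the larger fall depends on scaling. The steps differed along the molecule. The first 79 nucleotides fell less before 27SA2 (0.392 in 35S, 0.323 in 27SA2) and then dropped to 0.0522 in 27SB. The last 79 went from 0.416 to 0.248 and then to 0.123. By the averaged difference, the strongest falls in the second step peaked at A48 (0.925 in 27SA2, 0 in 27SB) and at U98, a contact of L35 (1.006 in 27SA2, 0 in 27SB), although some other single nucleotides fell by more than A48.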

The observed restructuring likely coincides with binding of r-proteins to this region, which is indicated by the fact that some of their nucleotide-binding sites in the 5.8S became less flexible in the 27SB pre-rRNA than in the earlier precursors (Fig. 5a; Supplementary Fig. 3), and that this reduction in flexibility was (at least in part) reversed in the deproteinized samples. Thus, our data suggest that the folding of some 5.8S regions may coincide with the binding of r-proteins L26/uL24, L35/uL29, and L37/eL37 to the 5.8S in the 27SB pre-rRNA.

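The nucleotides of the rRNA upstream of ITS2 that these r-proteins touch in the mature subunit became nearly unreactive in 27SB. At the 19 contacts of L37 the mean went from 0.536 in 35S and 0.342 in 27SA2 to 0.0183 in 27SB. The 15 contacts of L35 went from 0.57 and 0.444 to 0.0892, and the 15 of L26 from 0.377 and 0.289 to 0.0477. Of these nucleotides, 15 for L37, 12 for L35 and 10 for L26 were called less reactive in 27SB than in 35S. Protein digestion restored few of them: by the called differences, 2 of those 12 at L35, 2 of those 15 at L37 and 0 of those 10 at L26 recovered. The recovered nucleotides were A65 and A66 at L35 and G68 and U69 at L37, and another, G114, has no r-protein contact. A66 had 0.184 in 27SB and 0.568 after digestion, and U69 had 0 and 0.505. After digestion of 27SB the mean was 0.163 at the contacts of L35, 0.0764 at those of L37 and 0.0183 at those of L26. The fall was not limited to contacts: the 88 contacted nucleotides of this rRNA went from 0.275 in 27SA2 to 0.0424 in 27SB, and the other 70 from 0.299 to 0.144.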

**Fig. 5:**
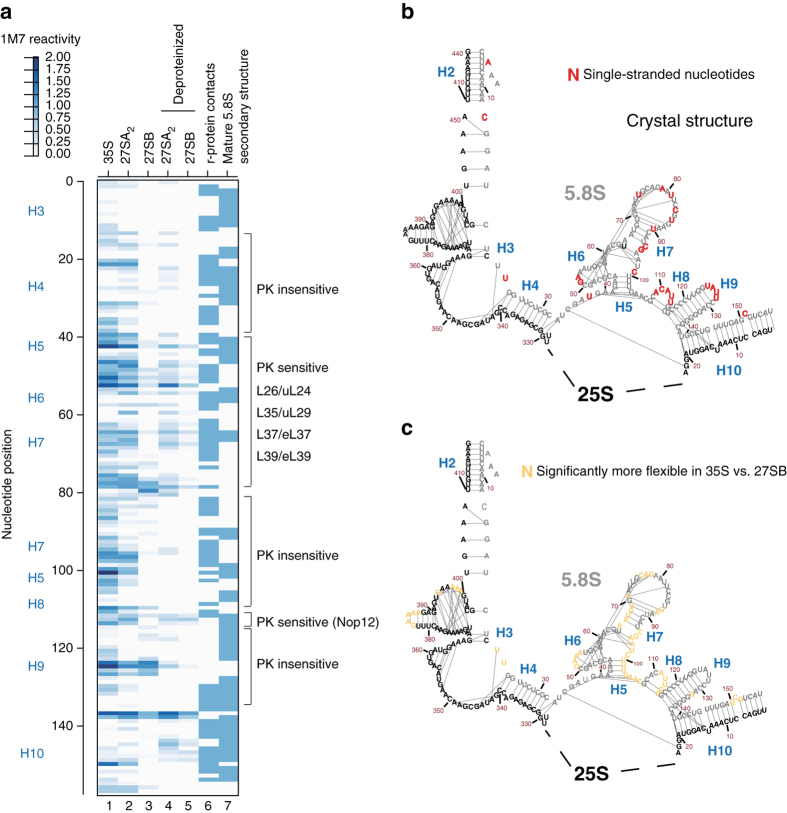
The 5.8S region undergoes a major restructuring event during the conversion of 27SA_2_ to 27SB pre-rRNA. **a** Heat map representing the ChemModSeq 1M7 reactivities. Each *block* indicates a single nucleotide, the darker the block the higher the 1M7 reactivity. The *blue blocks* in lane 6 indicate r-protein-binding sites^35^. *Lane 7* represents the nucleotides that are base-paired (*blue blocks*) or single-stranded (*white blocks*) in the mature 5.8S rRNA crystal structure^35^. **b** Secondary structure of the 5.8S rRNA. *Black lines* indicate base-pairing interactions observed in the yeast 80S crystal structure. The *red* nucleotides are single-stranded in the crystal structure. **c** Overview of ΔSHAPE analysis in the 5.8S region. *Yellow-colored* nucleotides showed significantly higher SHAPE values in 35S compared to the 27SB particle data

Nop12 has previously been reported to be important for the formation of H5^38^. The Nop12-binding sites in 5.8S became less flexible in the 27SB particles (Fig. 5a), but this flexibility was restored upon deproteinization. These data therefore suggest that Nop12-dependent formation of H5 may take place during the conversion of 27SA_2_ to 27SB.

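H5 is a short helix within the rRNA upstream of ITS2, and it was the most reactive of the helices of this rRNA before 27SB. Its 7 nucleotides had a mean of 0.908 in 35S, 0.577 in 27SA2 and 0.0460 in 27SB. All 7 were called less reactive in 27SB, against 35S and against 27SA2. Digestion of 27SB brought little of this reactivity back: the mean of H5 was 0.0810 in deproteinized 27SB, and 0 of the 7 were called as recovered. Most of that mean comes from A44, which did rise, from 0.161 in native 27SB to above 0.4 after digestion. In 27SA2, where H5 was still reactive, digestion lowered its mean from 0.577 to 0.0656. The positions bound by Nop12 are not given in the sources used here, so its own binding sites were not analysed. A helix of 7 nucleotides is too short for an interval.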

Helices H2, H3, parts of H4 and H10, which are formed by base-paring interactions between 5.8S and the 25S (Fig. 5b), appeared to be mostly structured in all three precursors (Fig. 5a; Supplementary Data 2) and did not show any statistically significant differences in reactivity between the 35S and 27SB data (Fig. 5c, *black* nucleotides). These results indicate that many 5.8S–25S base-pairing interactions form early, possibly co-transcriptionally. 

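The helices that join the rRNA upstream of ITS2 to 25S were already little reactive in the 35S particle. The strand of H2 in the rRNA upstream of ITS2 (10 nucleotides) had a mean of 0.0584 in 35S and 0 in 27SA2 and 27SB. H3 (4 nucleotides) had 0.110, 0.188 and 0, H4 (9 nucleotides) 0.0990, 0.154 and 0.0216, and H10 (16 nucleotides) 0.121, 0.15 and 0.0475 in 35S, 27SA2 and 27SB. Against 35S, 1 nucleotide in each of H2, H3 and H4 and 2 in H10 were called less reactive in 27SB. A33 of H4, whose partner is not in 25S in the deposited table, had 0.689 in 35S and 0.105 in 27SB. Without it, the 38 nucleotides of these strands that pair with 25S went from 0.0833 in 35S (0.0620 to 0.106) to 0.0223 in 27SB (0 to 0.0610). In 35S, the 74 nucleotides of this rRNA that are unpaired in the mature rRNA had a mean of 0.571.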

Consistent with this idea, the 25S nucleotides that base-pair with these 5.8S regions generally reacted poorly with 1M7 and did not show significant changes in flexibility in all the particles analyzed (Fig. 5c, Supplementary Data 2). Thus, formation of 5.8S–25S base-pairing interactions precedes folding of 5.8S.

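The 25S strands of these helices were low as well, with differences between helices. Over the 38 nucleotides of 25S paired with the rRNA upstream of ITS2, the mean was 0.0940 in 35S, 0.127 in 27SA2 and 0.0228 in 27SB. Against 27SB, 2 of them were called as changed from 35S and 7 from 27SA2. The strands of H3 (0.00300 in 35S) and H10 (0.0213 in 35S) hardly reacted. The strand of H2 was at 0.302 in 27SA2, where 4 of its 10 nucleotides were called as changed from 27SB, and that of H4 at 0.248 in 35S. In deproteinized 27SB, the 25S strand of H4 rose to 0.739, with 87.5% of its 8 nucleotides at 0.4 or more.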

Other helices in 5.8S appeared to be unstructured in the 35S and 27SA_2_ particles but became significantly less flexible in the 27SB particle. 

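The helices formed within the rRNA upstream of ITS2 itself, H5 to H8, were open to 1M7 until 27SA2 and closed in 27SB. Their 27 nucleotides had a mean of 0.527 in 35S (0.405 to 0.641), 0.418 in 27SA2 (0.310 to 0.527) and 0.0394 in 27SB (0.0206 to 0.0570). In 27SB, 21 of the 27 were called less reactive than in 35S and 19 less reactive than in 27SA2, and 3 of them recovered in deproteinized 27SB. H6 went from 0.313 in 35S and 0.357 in 27SA2 to 0.0234 in 27SB, H7 from 0.477 and 0.410 to 0.0468, and H8 from 0.418 and 0.322 to 0.0456. After digestion of 27SB, H7 and H8 rose in part, to 0.172 and 0.216, while H6 was at 0.0846. H9 (18 nucleotides) took another course: it lost its reactivity before 27SA2, from 0.195 to 0.0216, and was at 0.0528 in 27SB.

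**Figure D4:**
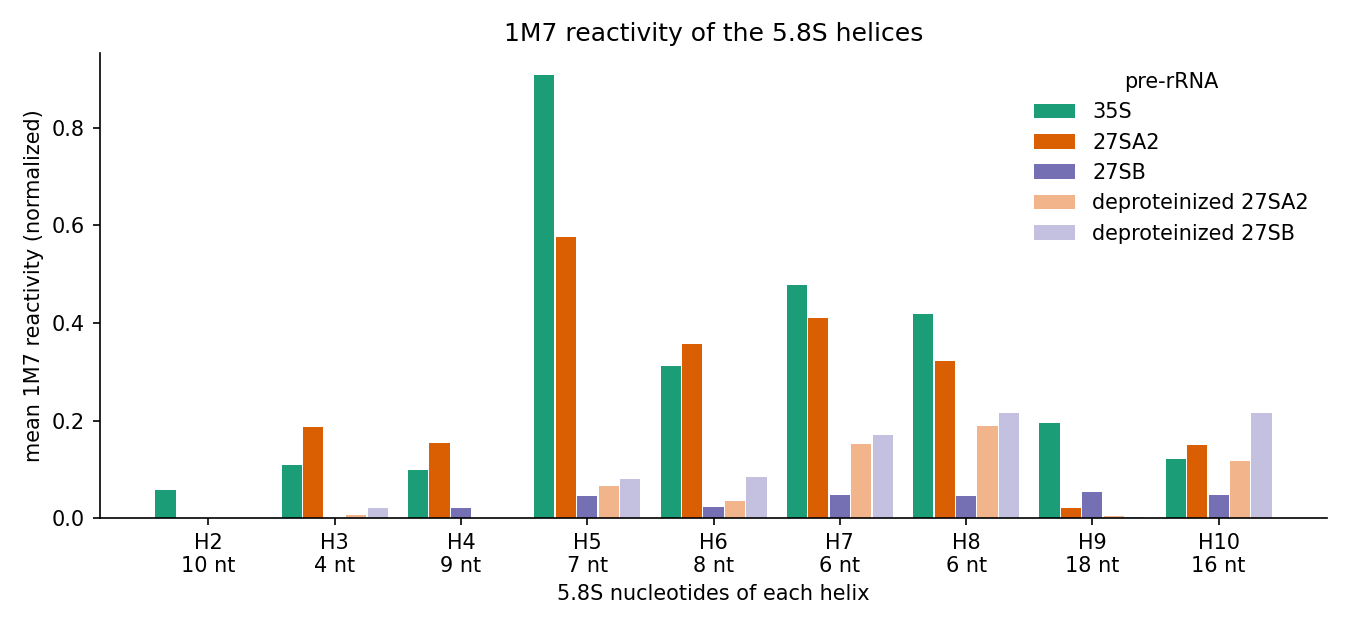
Mean 1M7 reactivity of each helix, over its strand in the rRNA upstream of ITS2, in the 5 samples. H6 is at 0.357 in 27SA2 and 0.0234 in 27SB, and H9 is low from 27SA2 on.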

Nucleotides in H5–H8 were significantly more reactive to 1M7 in 35S and 27SA_2_ particles compared to 27SB (Fig. 5c; Supplementary Data 2).

As we were unable to probe later pre-60S intermediates (see Discussion), we could not determine whether additional 5.8S restructuring occurs in later assembly intermediates. However, a recent cryo-EM study on a nuclear Nog2-associated pre-60S particle, which has a similar protein composition as the Nsa2 particle analyzed here, revealed that the structure of the 5.8S region is almost identical to that of 5.8S rRNA in the mature ribosome^12, 34^ (Supplementary Fig. 4). Therefore, it is reasonable to conclude that in the Nsa2 particle, the 5.8S rRNA is almost completely folded and that therefore the majority of restructuring events takes place during the conversion of 27SA_2_ to 27SB and involves formation of additional r-protein–rRNA interactions.

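In 27SB, reactivity in the rRNA upstream of ITS2 was confined mostly to nucleotides that are unpaired and uncontacted in the mature ribosome. The unpaired nucleotides of this rRNA had a mean of 0.390 in 27SA2 and 0.146 in 27SB, and 13.5% of them were at 0.4 or more in 27SB. Between these particles the contacted nucleotides fell by 0.232 (0.153 to 0.319) and the uncontacted ones by 0.155 (0.0494 to 0.271), which are intervals that overlap. A published particle of similar protein composition holds this rRNA in a nearly mature structure. From this the paper takes it as reasonable that the rRNA is almost completely folded in the Nsa2 particle. It places most of the restructuring between 27SA2 and 27SB. Only the reactivities were measured in the samples used here, and no later particle was probed.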

### ITS2 and flanking regions form compact structures

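ITS2 reacted little with 1M7 in every particle. Of its 232 nucleotides, 19 (8.19%) reached a reactivity of 0.4 in 35S, 23 (9.91%) in 27SA2 and 24 (10.3%) in 27SB. After protein digestion the counts were 17 (7.33%) for 27SA2 and 33 (14.2%) for 27SB. In the rRNA upstream of ITS2, by the same cut-off, the share was 31.6% in 27SA2. Between 35S and 27SA2 only 27 nucleotides of ITS2 (11.6%) were called changed. Deproteinization changed the mean of ITS2 by -0.00549 in 27SA2 (-0.0343 to 0.0252) and by 0.0296 in 27SB (-0.00925 to 0.0703).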

Our structure probing data show that in contrast to the 5.8S region, ITS2 is generally highly structured and does not appear to undergo any major changes in secondary structure during conversion of 35S to 27SB (Figs. 3b and 6b, c). We compared our data to three previously proposed ITS2 secondary structure models (Fig. 6a): the “ring” model centered on phylogenetic analysis^39^, the “hairpin” model, largely based on enzymatic and chemical RNA structure probing^40^, and a structure that we refer to as the “ring-pin model”^17^. The latter is mostly based on phylogenetic data and is a hybrid of the ring and hairpin models (Fig. 6a).

**Fig. 6:**
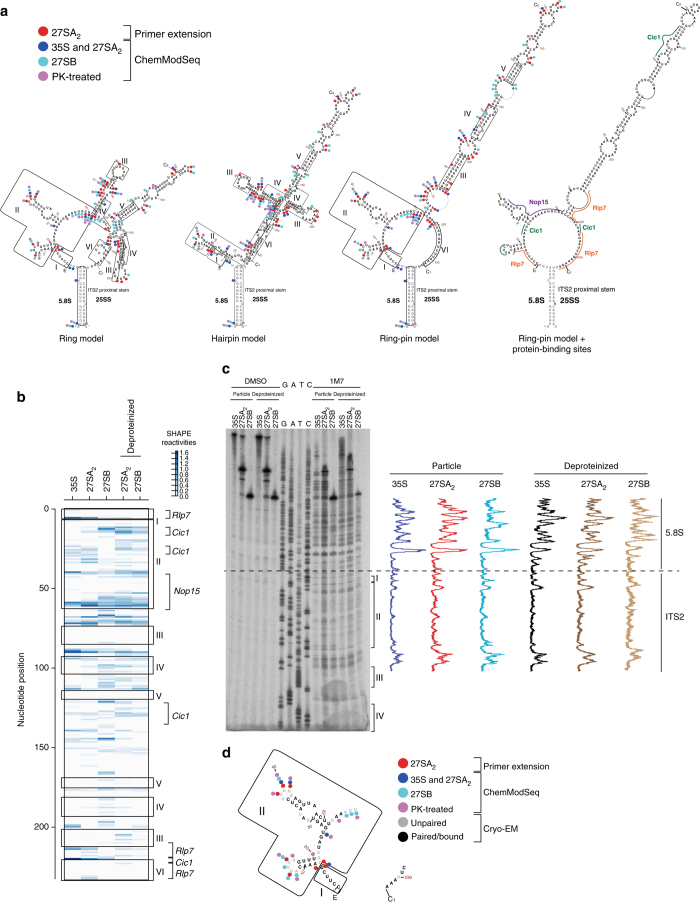
ITS2 forms a very compact structure. **a** Overview of the various proposed secondary structure models for ITS2^17, 40, 41^. Roman numerals indicate the regions discussed in the main text. *Dots* of different colors represent nucleotides with SHAPE reactivity ≥0.4 in ITS2 primer extension data (*red*) and 35S and 27SA_2_ particles (*dark blue*), 27SB particles (*light blue*), and deproteinized samples (*magenta*) based on ChemModSeq data. Note that the primer extension results for the 3′ end are not shown as this region showed high variability in reactivity. The known binding sites for assembly factors that interact with ITS2 are highlighted in the ring-pin model. **b** Heat map representing the ChemModSeq 1M7 reactivities. Each *block* indicates a single nucleotide. The darker the block the higher the 1M7 reactivity. **c** Primer extension analysis of the 5′ end of ITS2 and the 3′ end of 5.8S region and line scans of the signal intensities of each lane. **d** RNA structure probing data agrees well with the cryo-EM structure of ITS2 fragments. Shown is the secondary structure of parts of ITS2 that were resolved by cryo-EM^12^. The *black* nucleotides in the sequence are nucleotides that are either base-paired or bound by assembly factors in the structure. *Gray* nucleotides are predicted to be single-stranded as they are not involved in Watson–Crick or Hoogsteen base-pairing interactions and are not predicted to be bound by proteins

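The deposited table lists 62 base pairs for ITS2, in 13 stems that hold 53.4% of its nucleotides. Their places were matched, without a test, to regions III to V of the ring-pin model (Fig. 6a). In each particle the 108 unpaired nucleotides were more reactive than the 124 paired ones. The means were 0.16 and 0.0345 in 35S, 0.159 and 0.0442 in 27SA2, and 0.201 and 0.0429 in 27SB. As a classifier of the unpaired nucleotides, the reactivities had an AUC of 0.616 in 35S, 0.617 in 27SA2 and 0.703 in 27SB. The stem of nucleotides 114–120 and 168–174, region V of the model, had means of 0.00514 in 35S, 0.000491 in 27SA2 and 0.0342 in 27SB. The base pairs of the ring and hairpin models are not given in the sources used here, so the models were not ranked.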

In general, our ChemModSeq data (Fig. 6b) and follow-up primer-extension data (Fig. 6c, Supplementary Fig. 5) agree best with the ring-pin structure, which we also found to be consistent with previously published mutagenesis data^41–43^ (Supplementary Fig. 6).

The structure probing data support the proposed stem III in the ring-pin model, involving many A–U base-pairs (Fig. 6a–c). However, we note that although many nucleotides in region II are drawn as single-stranded nucleotides (Fig. 6a), it appears that they are less flexible compared to other loop regions within ITS2. 

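Stem III joins nucleotides 73–85 of ITS2 with nucleotides 200–212 and is the longest ITS2 stem of the deposited table. Of its 13 base pairs, 5 are A–U and 2 are G–C. Its 26 nucleotides had mean reactivities of 0.0295 in 35S, 0.0420 in 27SA2 and 0.0122 in 27SB. At least 0.4 was reached by 1 of them in 35S, 2 in 27SA2 and none in 27SB. After digestion the means were 0.0476 in 27SA2 and 0.0383 in 27SB.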

A recent pre-60S cryo-EM structure uncovered the structure of three A_3_ factors (Cic1, Rpl7, and Nop15) bound to fragments of ITS2^12^, essentially covering almost completely regions I and II. This may explain why the probing data showed low flexibility in this region (Fig. 6d). We did observe a strong reduction in reactivity in the flexibility of U_6_ near the 5′ end of ITS2 in the deproteinized data, reminiscent of what was observed in cells depleted of A_3_ factors^44, 45^ (also see Discussion). 

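U6 was among the most reactive nucleotides of ITS2 in the early particles. Its reactivity was 1.088 in 35S and 0.810 in 27SA2, which ranked it 3 and 8 among the 232 nucleotides. In native 27SB it had already come down to 0.157 (rank 57). In the deproteinized samples it was 0.0823 in 27SA2 and 0 in 27SB. In 27SA2 the fall with protein digestion thus started from a high value, and in 27SB from a low one. The paper's reported values for 27SA2, on another scale, are 0.992 native and 0.277 deproteinized. They come from a sheet of Supplementary Data 2 of which only the part up to nucleotide 1609 of 25S was used here. These are single nucleotides with 1 pooled value each.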

In the cryo-EM structure, this nucleotide appears to be contacted by Cic1 and Rlp7^12^, apparently stabilizing a conformation that favors 1M7 modification. The observed reduction in 1M7 reactivity in deproteinized samples suggests that the high flexibility of this nucleotide is indeed associated with Cic1 and Rlp7 binding to the 5′ end of ITS2.

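The middle of ITS2, nucleotides 100 to 200, was about as unreactive as a base-paired stretch in the early particles and became more reactive in 27SB. The mean of its 101 nucleotides was 0.0522 in 35S, 0.0370 in 27SA2 and 0.116 in 27SB. The gain was 0.0634 over 35S (0.0335 to 0.0931) and 0.0785 over 27SA2 (0.0429 to 0.114). In this stretch, 10 nucleotides were called more reactive in 27SB than in 35S and 3 less reactive, and against 27SA2 these numbers were 14 and 1. The remaining 131 nucleotides of ITS2 showed no such gain, with means of 0.124 in 35S, 0.144 in 27SA2 and 0.117 in 27SB. In deproteinized 27SB the middle of ITS2 was at 0.0801. Whether the replicates repeat this gain cannot be read from pooled values.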

The 27SB particle reproducibly showed higher reactivities in ITS2 in the ChemModSeq data, particularly in the 100–200 region (Fig. 6b). 

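In ITS2 nucleotides 100 to 200, 7 sites reached 0.4 in 27SB and in neither 35S nor 27SA2, and all 7 are unpaired in the deposited structure. The 44 unpaired nucleotides of this stretch had means of 0.117 in 35S, 0.0617 in 27SA2 and 0.204 in 27SB. The 57 paired ones were lower, at 0.00224, 0.0179 and 0.0475 in the same order, with none at 0.4 or more in any of these particles. They gained as well, by 0.0453 over 35S (0.0229 to 0.0705) and by 0.0296 over 27SA2 (0.00807 to 0.0516).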

Although this may indicate that ITS2 undergoes structural rearrangements in the Nsa2 particle, these sites were all located in bulge or loop regions (Fig. 6a), suggesting that these single-stranded regions are more effectively probed in the Nsa2 particle. This may be related to the differences in protein composition between the Nsa2 and Rrp5 particles.

## Discussion

Ribosome synthesis is a complex and dynamic process that involves the regulated folding of rRNA and hierarchical assembly of r-proteins. To obtain a step-by-step picture of the changes in rRNA folding during 60S maturation, we isolated the 35S, 27SA_2_, and 27SB pre-rRNA intermediates from native pre-60S particles and measured nucleotide flexibilities using a high-throughput RNA structure probing method (ChemModSeq^15^). This allowed us to generate a global map of changes in rRNA flexibility during the early nucleolar stages of pre-60S maturation, providing novel insights into rRNA restructuring events as well as the establishment and timing of long-range interactions that take place during nucleolar stages of assembly. The work described here provides a solid basis for the future design of more focussed functional and structural studies.

We show that using specific TAP-tagged baits and gel purification, we can effectively separate the 35S, 27SA_2_, and 27SB pre-rRNAs. This was supported by primer extension, bioanalyzer, and agarose gel analyses (Figs. 1b and 2a and Supplementary Fig. 1b), thus arguing for the presence of a single RNA species in each of the structural probing analyses. However, specific affinity purified pre-rRNA particles that contain a distinct pre-rRNA species could naturally differ in protein content and structure as these particles go through various assembly states. Thus, our structure probing data likely show averaged 1M7 reactivity profiles of these pre-rRNA particles. Nevertheless, our current data as well as our previously published work^15^ clearly demonstrate that conformational changes can effectively be detected in purified pre-ribosomes using chemical probing. Most of the restructuring we detected here are likely rate-limiting events that are triggered by the release of ribosome assembly factors, binding of r-proteins, or the activity of energy-dependent enzymes.

We also wished to compare the pre-rRNA structures of nucleolar particles with later (nuclear) assembly intermediates. However, because the pre-rRNAs in these particles (5′-extended 25S species) could not be separated from contaminating 25S rRNA by gel electrophoresis, we were unable to perform these experiments. Generating sufficient quantities of highly pure 35S pre-rRNA for high-throughput RNA structure probing was very challenging. In order to obtain sufficient 35S pre-rRNA, we utilized a TAP-tagged Mrd1 mutant strain in which one of the RNA-binding domains was deleted (Mrd1Δ5-TAP). Although pre-40S synthesis is impaired in the Mrd1Δ5 mutant, leading to the accumulation of 35S pre-rRNA, it remains associated with 90S pre-ribosomes and the 25S rRNA levels are similar to those of wild-type cells indicating that LSU processing is unaffected^20, 21^ (Supplementary Fig. 1a, b). We therefore argue that the 35S pre-rRNA purified from the Mrd1Δ5 mutant can be efficiently processed into mature 25S and 5.8S rRNA. As 35S pre-rRNA accumulates in this strain, we cannot exclude that its folding kinetics differ from 35S pre-rRNA purified from a wild-type strain. However, we were able to purify several nanograms of 1M7-probed 35S pre-rRNA from the Rrp5-TAP strain sufficient for primer extension analysis (Supplementary Fig. 7). We did not observe any noticeable differences in reactivity pattern in the 5.8S region (the region where many changes in RNA flexibility were observed) between the 35S pre-rRNA purified from Rrp5-TAP and Mrd1Δ5-TAP. Therefore, we argue that the Mrd1Δ5 mutation does not have a significant impact on the folding kinetics of the 27S region of 35S pre-rRNA.

We also attempted in vivo structure probing experiments with the SHAPE chemical 2-methylnicotinic acid imidazolide (NAI)^46^. Although this worked well for the stable cytoplasmic pre-40S complexes^15^, much to our surprise, incubating the cells with NAI significantly reduced the recovery of the 35S and 27S pre-rRNA species with TAP-tagged baits. As a result, we were unable to generate sufficient NAI-probed pre-rRNA for high-throughput structure probing analyses. One potential reason is that these early assembly intermediates become unstable during the relatively long incubation times (5–10 min) required for optimal NAI modification.

One could argue that ex vivo analyses of the pre-ribosomes do not fully capture the state of the particle under physiological conditions. However, it is important to note that we purified the particles under conditions that are frequently used for tandem-affinity purification (TAP) of ribosome assembly intermediates as well as for cryo-EM studies. Therefore, the advantage of the ex vivo analyses is that we can directly compare our data with previously published structural and biochemical studies.

We report a detailed secondary structure analysis of the ITS2 region using the SHAPE reagent 1M7. In contrast to DMS used in previous studies^44, 45, 47, 48^ that probes A′s and C′s, 1M7 allows to assay the flexibility of all four nucleotides. Our data indicate that ITS2 forms a very compact and helical structure, since 1M7 reactivity was generally much lower in ITS2 than in other regions, for example, 5.8S (Fig. 6c). Our data provides experimental support for a recently proposed secondary structure that we refer to as the ring-pin model, that is largely based on phylogenetic analyses^17^. Furthermore, our results are in good agreement with the recent cryo-EM structure of a late pre-60S intermediate in which two fragments of ITS2 (Fig. 6d) were resolved^12^.

On the basis of the combined results of rRNA structure predictions, enzymatic and chemical probing experiments, and genetic analyses^37–40^, it has been proposed that ITS2 may undergo a conformational switch that would allow 27SB pre-rRNA to be cleaved at site C_2_. Our data provides no support for such a dramatic conformational change during nucleolar ribosome assembly, as ITS2 as well as its flanking regions that base-pair with 25S adopt a similar conformation in all particles analyzed (Fig. 6). However, we cannot exclude that such a switch occurs co-transcriptionally.

Chemical probing analyses have revealed that depletion of A_3_ factors influence the DMS modification pattern of nucleotides near the 5′ end of ITS2^44, 47^. These data suggest that A_3_ factors are involved in maintaining an open structure of ITS2 and that their release could re-structure ITS2, such as into the proposed compact hairpin structure. Our chemical probing data did not reveal dramatic differences in nucleotide flexibility of ITS2 upon deproteinization of the native 27SA_2_ and 27SB particles (Fig. 6). We did observe a significant reduction in the flexibility of U_6_ in the 5′ ITS2 in our deproteinized samples, which appears to be contacted by Cic1 and Rlp7 in the cryo-EM structure. We therefore consider it more likely that the A_3_ factors influence the ITS2 structure locally, rather than being involved in drastic structural rearrangements such as the proposed open (ring) to closed (hairpin) conformational switch. In agreement with this, the nucleotides that showed differential reactivity to DMS upon A_3_ factor depletion^44, 47^ overlap with or are in close proximity to Cic1- and Rlp7-binding sites^12, 44, 47^. These nucleotides did not strongly react with 1M7 in our particles or the PK-treated samples. A plausible explanation for these discrepancies is that 1M7 reacts with the 2′OH of the ribose, whereas DMS probes the bases of unpaired C′s and A′s. It is possible that, due to riboses being constrained by proteins binding at or near these nucleotides, they may not react with 1M7, whereas corresponding bases still can be modified by DMS.

Our analyses enabled us to determine the exact timing of major restructuring events in the 5.8S rRNA sequence. Formation of 5.8S–25S base-pairing interactions very likely takes place during transcription as those regions that form these base-pairing interactions generally reacted poorly to 1M7 and showed no significant changes in reactivity in the particles analyzed (Fig. 7). Moreover, while in the 35S and 27SA_2_ particles the 5.8S region appeared largely unfolded, it was highly structured in the 27SB-containing Nsa2 particles, suggesting that 5.8S undergoes major structural rearrangements during the conversion of 27SA_2_ to 27SB (Fig. 7). One possibility is that these restructuring events coincide with the binding of r-proteins to 5.8S. Our ChemModSeq data show that flexibility changes in some nucleotides are indeed PK-sensitive, hinting that this could be the case for some regions. The data do not allow us to determine what comes first: RNA folding followed by r-protein binding, or whether the r-proteins actually induce the folding of the RNA. However, the data do suggest that r-proteins are at least partially required to stabilize the more constrained structure of some nucleotides shortly after it has been formed. Consistent with this idea, deletion of L26/uL24 also increases the flexibility around helices H6 and H7 in the 5.8S rRNA^49^. Stable incorporation of r-proteins that interact with the 5.8S region (L26/uL24, L35/uL29, and L37/eL37) requires the A_3_ factors, and it was proposed that rRNA remodeling by A_3_ factors might generate the binding sites for these r-proteins, allowing their stable incorporation into the pre-60S^27^. A_3_ proteins were abundantly detected in our 27SA_2_ and 27SB particles (Fig. 1). Yet depletion of Cic1 and Nop15 does not noticeably affect the in vivo structure of 5.8S^44^, suggesting that A_3_ factors do not directly influence 5.8S folding.

**Fig. 7:**
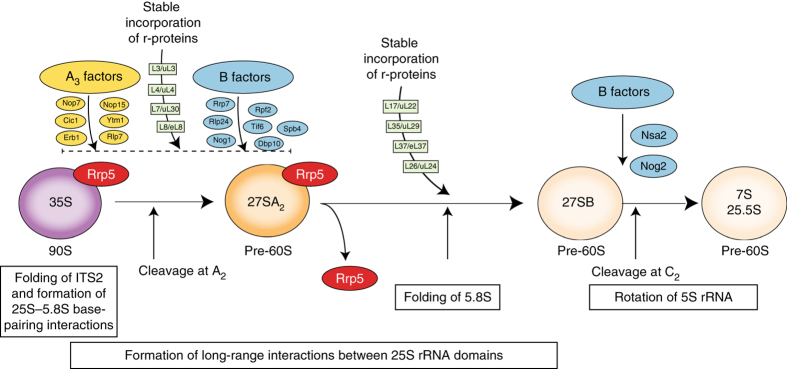
Model of rRNA structural changes and pre-60S remodeling steps that take place during the nucleolar stages of 60S synthesis. ITS2 forms a highly compact structure in the nascent transcript. We predict that base-pairing interactions between 25S and 5.8S have already been formed co-transcriptionally. Major rRNA restructuring events occur in pre-ribosomal complexes during the conversion of 27SA_2_ pre-rRNA to 27SB pre-rRNA. These include the compaction of the 5.8S region and formation of long-range interactions in the 25S sequence. All these changes occur after Rrp5 dissociates and in the presence of A_3_ and early B factors. After C_2_ cleavage, the 5S rRNA rotates to adopt its final structure^64^

L17/uL22, L35/uL29, and L37/eL37 were recently shown to be essential for the association of the late B-factors^48^. Thus, our current working hypothesis is that the stable incorporation of these 5.8S r-proteins into pre-60S complexes signals that 5.8S rRNA folding has been successfully completed, paving the way for the assembly of the late B-factors and cleavage at site C_2_ (Fig. 7).

Recent work has indicated that many r-proteins bind early pre-60S complexes with low affinity and that their association gradually becomes more stable during later assembly steps. Interestingly, we frequently observed a decrease in flexibility of nucleotides that overlapped with r-protein-binding sites identified in the 60S crystal structure^34^. The change in flexibility of these nucleotides was (largely) restored when the particles were deproteinized (PK-sensitive sites; PKSRP), indicating that the change in nucleotide flexibility was the result of protein–RNA interactions. These data therefore allowed us to speculate about the formation of r-protein–rRNA interactions during pre-60S assembly. The chemical probing data do not provide direct evidence that the observed changes in rRNA flexibility were indeed mediated by r-protein binding to the nucleotide. Indeed, there are a few alternative scenarios that could explain the appearance of PK-sensitive sites. It is possible that r-proteins binding in the vicinity or transient binding of ribosome assembly factors could induce the observed change in flexibility. For example, we observed changes in the binding sites for L42/eL42, which we were unable to detect by MS and which were found to be mostly enriched in the late (Arx1) pre-60S complexes and the mature 80S ribosomes^36^. Therefore, it is plausible that, in some cases, the observed changes in flexibility could be the result of another protein (such as an assembly factor) occupying these sites.

It has been suggested that assembly of pre-60S particles takes place in an hierarchical fashion and that the structural domains are formed in 5′–3′ directionality (or at least some regions in the 5′ domain need to be assembled before the formation of 3′ domains can take place)^50^. This model proposed that the convex solvent side of the 60S starts to form first followed by the polypeptide exit tunnel and finishing with the central protuberance. A large number of r-proteins interact with multiple domains of the 25S rRNA^34^ and therefore, intuitively, it seems logical that binding of r-proteins must affect the folding of multiple domains. It is conceivable that long-range interactions could already be established at a very early stage of assembly and that several (parallel) assembly pathways might exist. Our analysis provided an opportunity to address this from the RNA perspective. By focussing on those changes in nucleotides that we predicted were the result of r-protein–rRNA interactions (PKSRP sites), we asked which domains of the 25S rRNA were most likely to undergo r-protein induced folding. Consistent with the proposed hierarchical assembly model^50^, our results do indicate that most of the PKSRP sites in nucleolar pre-60S complexes concentrated on the solvent interface of the 60S subunit (domains I and II), whereas fewer predicted changes in protein–rRNA interactions were detected on the subunit interface side (domains III and IV) and the central protuberance, which were proposed to fold later (Fig. 3c). However, our results also support the idea that r-proteins forge contacts between many distant domains (such as interactions between domains I, II, III and V, VI) at a very early stage.

The next challenges will be to determine what role assembly factors play in directing these folding steps, and to generate detailed maps of the 60S rRNA-folding pathways. We expect that (near) atomic resolution cryo-EM, combined with RNA structure probing and crystallographic data, will greatly accelerate our understanding of the dynamics of ribosome assembly.

## Methods

### Yeast strains

*S. cerevisiae* strain BY4741 (*MATa*; *his3*Δ*1*; *leu2*Δ*0*; *met15*Δ*0*; *ura3*Δ*0*) was used as the parental strain. The TAP-tagged Rrp5 and Nsa2 strains were taken from the yeast TAP-fusion open reading frame (ORF) collection (GE healthcare) and were grown in YPDA media (2% glucose, 1% yeast extract, and 2% peptone) (Formedium). The TAP-tagged Mrd1 mutant was previously described^51^ as ASY055. ASY055 cells were grown overnight in YPGA media (1% yeast extract, 2% peptone, 2% galactose, and 2% raffinose), shifted to YPDA media, and grown for 8 h at 30 °C to an optical density (OD_600_) of 1.

### Synthesis of 1M7

Synthesis of 1M7 was performed as previously described^32, 52^. Briefly, sodium hydride (60% dispersion in mineral oil, 1.4 equiv, 5.72 mmol, 229 mg) was suspended in 13 ml of dimethylformamide (DMF anhydrous grade from Sigma-Aldrich) under a nitrogen atmosphere and stirred for 5 min. 4-Nitroisatoic anhydride (1 equiv, 4.08 mmol, 850 mg) in DMF (9 ml) and then methyl iodide (1.05 equiv, 4.29 mmol, 609 mg, 270 µl) were added dropwise, and the reaction stirred for 24 h. The reaction mixture was added to partially frozen 1 M HCl (150 ml) forming a yellow precipitate. This was recovered by filtration, washed with water, then ether and dried under vacuum for 14 h to yield crude product. This was then triturated from ether/pentane and dried under vacuum for a further 14 h to yield 1-methyl-7-nitroistoic anhydride (585 mg, 64%; Supplementary Data 4).

### Immunoprecipitation and chemical modification of rRNA

Cells were collected at OD_600_ ~ 1.0 and lysed in 4 V g^−1^ ice cold TMN150 buffer (50 mM Tris pH 8, 150 mM NaCl, 0.1% NP-40, 1.5 mM MgCl_2_, and Roche protease inhibitor cocktail) by vortexing for 5 min with 3 V per g of 0.5 mm Zirkonia beads (Thistle)^53^. The lysate was incubated with 400 μl IgG Sepharose beads (Amersham) for 1 h at 4 °C. The beads were then washed three times 5 min with 10 ml TMN150 buffer at 4 °C and finally resuspended in 200 μl TMN150 buffer. Subsequently, the beads were incubated with 1M7 (dissolved in DMSO, 12.5 mM final) or DMSO (negative control) for 3 min at room temperature. The final concentration of DMSO was 5%. To deproteinize the particles, complexes bound to IgG beads were resuspended in 200 µl TMN150 buffer containing 1% SDS and incubated with 2 µg per µl PK for 3 h at 14 °C prior to 1M7 modification. The RNA was phenol–chloroform-extracted, ethanol-precipitated, and resolved on a 1% low-melting agarose gel (Seaplaque GTG agarose, Lonza). The pre-rRNA were subsequently excised from the gel and extracted by melting the agarose melted at 65 °C with five gel volumes of extraction buffer (10 mM Tris-HCl, 1 mM EDTA, pH 7.5). RNA was subsequently purified by phenol–chloroform extraction and ethanol-precipitated. Purified 27S pre-rRNAs were quantified on a 2100 bioanalyzer (Agilent) using an RNA Nano 6000 assay. All experiments were performed at least twice, and for each particle, we included separate control experiments. This was performed to minimize variability in coverage profiles between modified and control experiments.

### Primer extension analyses

Reverse transcription was performed using Superscript III (Invitrogen) with 8 ng of purified rRNA and ^32^P-radiolabeled oligonucleotides. Samples were incubated at 45 °C for 45 min, after which 1 µl of Exonuclease I (NEB) was added, followed by a 30-min incubation at 37 °C. Reactions were stopped by the addition of 5 µl of RNA loading dye (NEB). Sequencing ladders were prepared using a plasmid containing an rDNA repeat (pBS-rDNA) and Sequenase v2.0 (USB/Affymetrix). Samples were resolved on a 6% polyacrylamide/8 M urea gels. Band intensities were quantified using the FLA5100 phosphoimager system (Fuji). Signal decay correction was done using exponential function (*b* = 0.999 for DMSO and *b* = 0.995 for 1M7 treated samples). Structural reactivities were calculated by subtracting band intensity in the control lane from that of corresponding nucleotide in 1M7 lane. All negative values were set to zero. All values were 2–8% normalized. 1M7/DMSO ratios were calculated and reactivities of nucleotides with 1M7/DMSO < 1.5 were also set to zero to avoid false-positives.

Oligonucleotides used for primer extensions were:

ITS2_143-162 (5′-GATTAGCCGCAGTTGGTAAA-3′), ITS2_58_77 (5′-CATCCAATGAAAAGGCCAGC-3′), ITS2nt162 (5′-GATTAGCCGCAGTTGGTAAA-3′), and 25Snt47 (5′-GATATGCTTAAGTTCAGC-3′).

### Northern blot analysis

Northern blot analysis was performed essentially as described^54^, using the following oligonucleotides:

RDN1c (5′-ATGAAAACTCCACAGTG-3′)

RDN1e (5′-GGCCAGCAATTTCAAGT-3′)

### ChemModSeq library preparation and sequence data analysis

ChemModSeq libraries were prepared as described by Hector et al.^15^ A detailed overview of all the adapter sequences and primers used is provided in Supplementary Table 1. Individual libraries were pooled based on concentration and barcoding, and paired-end sequencing was performed on HiSeq systems by Edinburgh Genomics (Edinburgh). Raw data processing was carried out using the pyCRAC software package^55^ and our ChemModSeq pipeline (see Data and code availability section below). Data from replicate experiments were summed to increase the total coverage. The ChemModSeqPipeline python script runs the complete data processing pipeline. We initially used the TCP_EM algorithm^15^ for identifying 1M7-modified nucleotides. However, our recent comparative analyses showed that, although this algorithm has a high specificity, it generally calls a much lower number of nucleotides modified compared to our SHAPE reactivity script^56^, which is why we decided not to use it for these analyses. In this manuscript, we calculated SHAPE reactivities according to the StructureFold method^33^ using the CalculateSHAPE_reactivities.py script.

The ChemModSeq pipeline first trims the adapter sequences from the reads using Flexbar^57^ followed by demultiplexing of the samples using pyBarcodeFilter from the pyCRAC package. This removed the barcode information in the forward reads except for the last random nucleotide, which was removed using the TrimNucs.py script. The random barcode information (seven random nucleotides) was subsequently used to collapse the data (pyFastqDuplicateRemover.py). The resulting fasta output files were mapped to the yeast rDNA sequence using novoalign 2.04. The pyReadCounter.py script was subsequently used to generate gene transfer format (GTF) interval files from the novo files that contained merged coordinates of read pairs that mapped to the 35S within 1000 nucleotides from each other. Only properly paired reads were considered for the analyses. The resulting GTF files were then used to generate pileups containing drop-off counts and coverage information for the 35S and 27S sequences (using pyGTF2sgr.py). These count data were subsequently used to calculate SHAPE reactivities using the CalculateSHAPE_reactivities.py script, which also applies 2–8% normalization to scale the values between 0 and ~2. The ΔSHAPE reactivities were calculated using python code from the Weeks lab^35^. The ΔSHAPE values for the 27SB region in each sample analyzed is provided in Supplementary Data 2.

### Mass spectrometry

Rrp5p-ProtA, Nsa2-ProtA, Fun12-ProtA, and controls (W303a, ProtA-tag expressed alone) were grown in YPD, collected in logarithmic phase (OD_600_ 0.6–0.85), and cryo-lysed as previously described^58^. The affinity purifications were performed in technical triplicates for samples and singulate for controls. The purification of Rrp5-ProtA, Nsa2-ProtA was performed in RNP150 (20 mM HEPES-KOH pH 7.4, 110 mM KOAc, 0.5% Triton X-100, 0.1% Tween-20, 1 : 100 solution P, 1 : 5000 antifoam A, and 150 mM NaCl) and purification of Fun12-PrA was performed in TBT150 (same as RNP150 supplemented with 2 mM MgCl_2_, 1 : 1000 DTT) as described elsewhere^58^.

Briefly, 0.5 g of slightly thawed, cryo-lysed cell powder was vortex-resuspended in nine volumes of extraction buffer and further homogenized using a polytron (30″ on ice). The centrifuged-cleared sample (3200 × g, 10′, 4 °C) was incubated (30′, slow rotation, 4 °C) with 7.5 mg of Dynabeads conjugated with rabbit IgG (160 µg IgG per mg bead) pre-equilibrated in extraction buffer. Prior to on-bead digestion, the beads were washed 10 times with extraction buffer; once with 100 mM NH_4_OAc/0.1 mM MgCl_2_/0.1% Tween-20 (room temperature, slow rotation, 5′); four times with 100 mM NH_4_OAc/0.1 mM MgCl_2_ (three times fast and once at room temperature, slow rotation, 5 min); and once with 20 mM Tris-HCl (pH 8.0).

Subsequent to single-step affinity purification (ssAP) purification, one-tenth of each affinity purification sample was eluted (0.5 M NH_4_OH) and resolved on 4–12% gradient Bis-Tris NuPAGE gels for silver staining. The remaining samples were on-bead trypsin digested in a volume of 50 µl (20 μg per ml trypsin (Sigma, proteomics grade) in 20 mM Tris-HCl (pH 8.0), 37 °C, 900 r.p.m., 16–20 h, and stopped with 2% formic acid^59^) and analyzed by tandem MS as described previously^58^.

Briefly, dried tryptic digests were zip tipped (Millipore, as per supplier recommendations) and loaded onto a C-18 reverse-phase capillary column (15 cm × 75 μm (Length (*L*) × internal diameter (i.d.)); 5 μm particles, 300 Å) for electrospray ionization time-of-flight MS. Ionization was performed by a Proxeon nanoelectrospray Flex ion source set to 1.3-1.7 kV. Chromatographic separation of peptides was performed at 250 °C on an Easy-nLC II system (Proxeon Biosystems) at 300 nl per min, first over a gradient (20 min) from 95% solvent A (water—0.1% formic acid) to 25% B (100 % acetonitrile, 0.1% formic acid); then to 45% B (40 min); and finally to 80% B (10 min). Parent ion scans were performed in the HCD cell of the Q-Exactive (Thermo Fisher Scientific) over a mass range of 360–2000 m/z at a resolving power of 70 000. The automatic gain control (AGC) target and maximum ion fill time (IT) were set to 1 × 10^6^ and 100 ms respectively. Fragments were obtained with a normalized collision energy of 27, an intensity threshold of 1.2 × 10^4^, and underfill of 0.9%. Data-dependent mode was used, in which 14 most intense precursor ions were isolated with a dynamic exclusion window of 15 s. MS/MS was acquired using a resolution of 17 500, an AGC target of 1 × 10^5^, and a maximum IT of 50 ms. Data were processed with Thermo Excalibur to generate a raw file. Mascot search server (version 2.3.02^60^) was used with a parent tolerance of 10 p.p.m. for precursor ions, 0.52 Da for fragments, and only considering one possible missed cleavage as well as a mass change of +16 for methionine oxidations in the mass calculation. Data were searched against *S. cerevisiae* database of NCBI (txid4932, 20140813 release) and analyzed in Scaffold (version 3.6.4). The threshold and false discovery rates were set to 80% and 0.37%, respectively, for peptides, and to 95% (1 peptide minimum) and 1.9%, respectively, for proteins.

Exclusive spectrum counts (ESCs) were used for analysis to discriminate against peptides shared between paralog proteins. For each prey, the highest values obtained in the controls were removed from those of the samples during analysis. Preys were defined as legitimate if they had at least two significantly enriched spectrum counts in at least two of the three replicates and selected for semi-quantitative analysis. The preys not selected for analysis are listed in Supplementary Data 1. For semi-quantitative analysis, exclusive spectral counts for L3 were used to normalize the data because it enters early during ribosome biogenesis and it was found in the three bait proteins in similar counts^50, 61, 62^. Semi-quantitative results were color-coded into four categories, high confidence and quantifiable (in *red*, >10ESC, 3/3); highly probable but not quantifiable (in *orange*, 7.5–9.9ESC, in 2/3); probable but not quantifiable (in *yellow*, 5–7.49ESC, in 2/3); and some evidence (in *gray*, 2–4.9ESC, 2/3). Standard deviations were calculated for the triplicates. Results are shown in alphabetical order and by categories (Supplementary Data 1).

### Code availability

The scripts used for processing these data, a list of dependencies as well as a pdf file explaining our library design can be found on bitbucket.org/sgrann/chemmodseqpipeline.

### Data availability

The ChemModSeq sequencing data is available from the Gene Expression Omnibus under accession number GSE83821. The data that support the findings of this study are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Data

Supplementary Data

Supplementary Data

Supplementary Data

# Supplementary material for: High-throughput RNA structure probing reveals critical folding events during early 60S ribosome assembly in yeast
**Source:** Nat Commun. 2017 Sep 28;8:714. doi: 10.1038/s41467-017-00761-8
**Supplement:** Supplementary file 1 — Supplementary Information

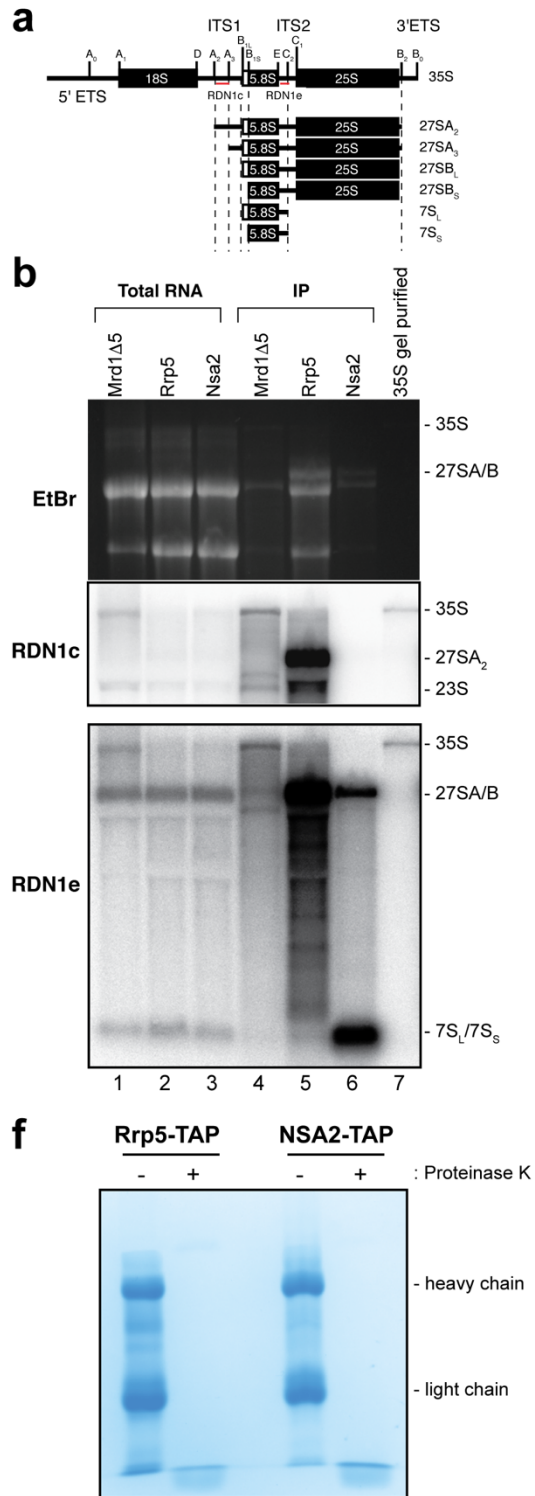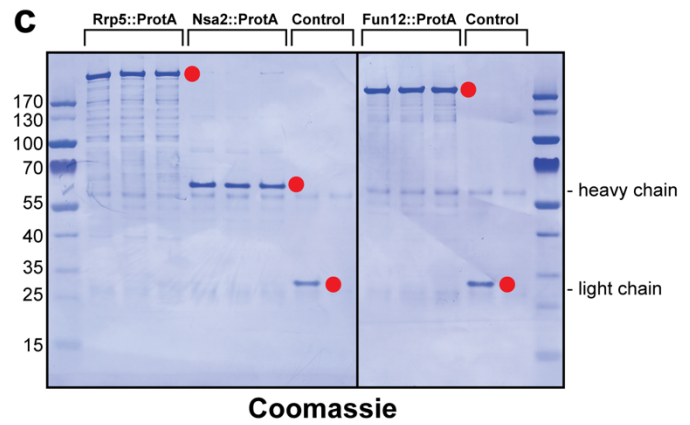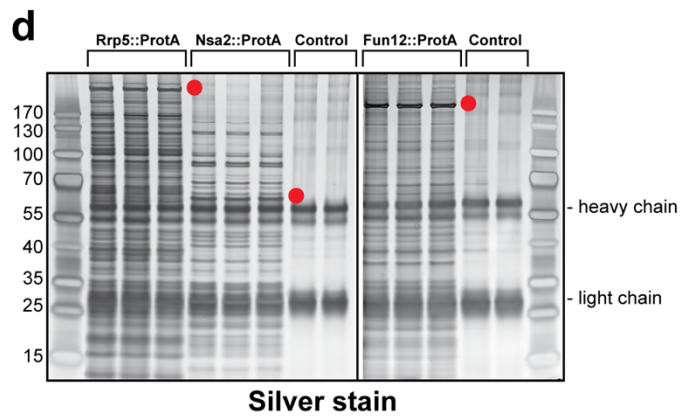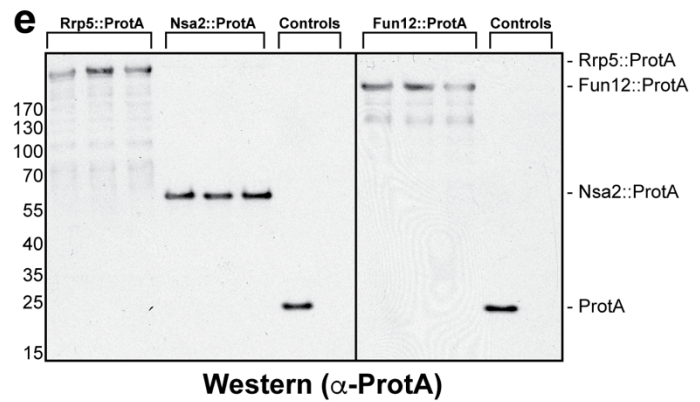

Supplementary Figure 1. Purification of ribosome assembly intermediates

(a) Overview of pre-rRNA processing intermediates. The 35S intermediate shows the location of the pre-rRNA cleavage sites, the location of the various spacers (5'ETS, ITS1, ITS2, 3'ETS) and the location of the mature rRNA sequences (5.8S, 18S and 25S). Positions of oligonucleotide probes used for Northern blotting (RDN1c and RDN1e) are indicated with red lines. The shorter fragments indicate processing intermediates. The names of these intermediates are shown to the right of each fragment.

(b) Northern blot analysis of total RNA and pre-rRNA isolated from affinity purified particles. RNA was resolved on an agarose gel, visualized by Ethidium bromide staining (EtBr) and subsequently transferred to a nylon membrane and hybridized in succession with indicated probes. Various (pre-)rRNA species are indicated on the right side of each panel.

(c-e) Analysis of protein composition of isolated particles by coomassie staining (c), silver staining (d) and Western blot analysis (e) using antibodies that recognize the protein-A tag of the bait proteins. Complexes were purified using magnetic IgG beads and resolved by SDS-PAGE. The red dots indicate the location of the bait proteins. Shown are the results for three biological replicates of the bait proteins and two biological replicates of control samples (cells expressing only the tag or untagged cells). (f). Proteinase K treatment completely degrades purified proteins. Shown is a coomassie-stained SDS-PAGE gel of particles incubated with or without proteinase K.

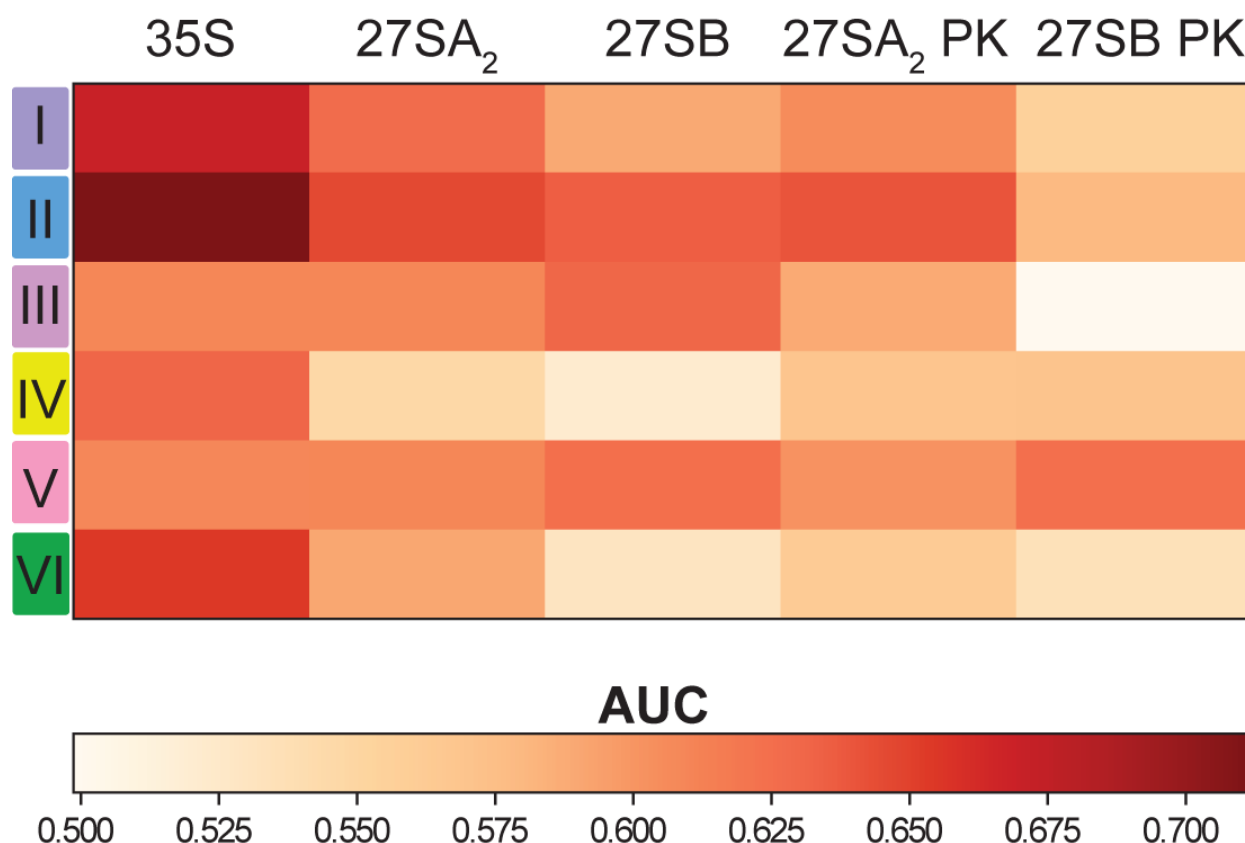

Supplementary Figure 2. Overview of ROC curve analyses for 25S domains in 1M7-probed pre-rRNA samples.

For each domain in the 25S rRNA regions (shown on the left side of the heat map), we generated receiver operator characteristic curves (ROC) where we compared the SHAPE reactivity values with the crystal structure data as binary classifier. To generate the binary classifier only nucleotides were considered that are not involved in Watson-Crick base-pairing interactions and not contacted by proteins in the crystal structure¹. We then calculated the area under the ROC curves (AUCs) for each domain in the 25S sequence. These are displayed in the heat map. Values higher than 0.6 suggest that the data agrees reasonably well with the crystal structure data. 

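Each AUC in the heat map sets the reactivities of 1 domain and 1 sample against the unpaired, uncontacted nucleotides of the mature structure. These nucleotides numbered 143 of 635 in domain I, 168 of 772 in domain II, 118 of 422 in domain IV and 161 of 580 in domain V. In the re-computed values, 6 of the 6 domains I to VI exceeded 0.6 in 35S, 3 in 27SA2 and 4 in 27SB. After protein digestion, 2 domains exceeded it in 27SA2 and 1, domain II, in 27SB. Over the whole 25S the AUC was 0.617 in 35S (0.59 to 0.648), 0.604 in 27SA2 (0.576 to 0.634), 0.612 in 27SB (0.579 to 0.645), 0.576 in deproteinized 27SA2 (0.547 to 0.607) and 0.551 in deproteinized 27SB (0.521 to 0.585). Domain III, for example, went from 0.645 in native to 0.519 in deproteinized 27SB.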

The name of the particles is shown on top of the heat map. PK indicates particles that were deproteinized using Proteinase K.

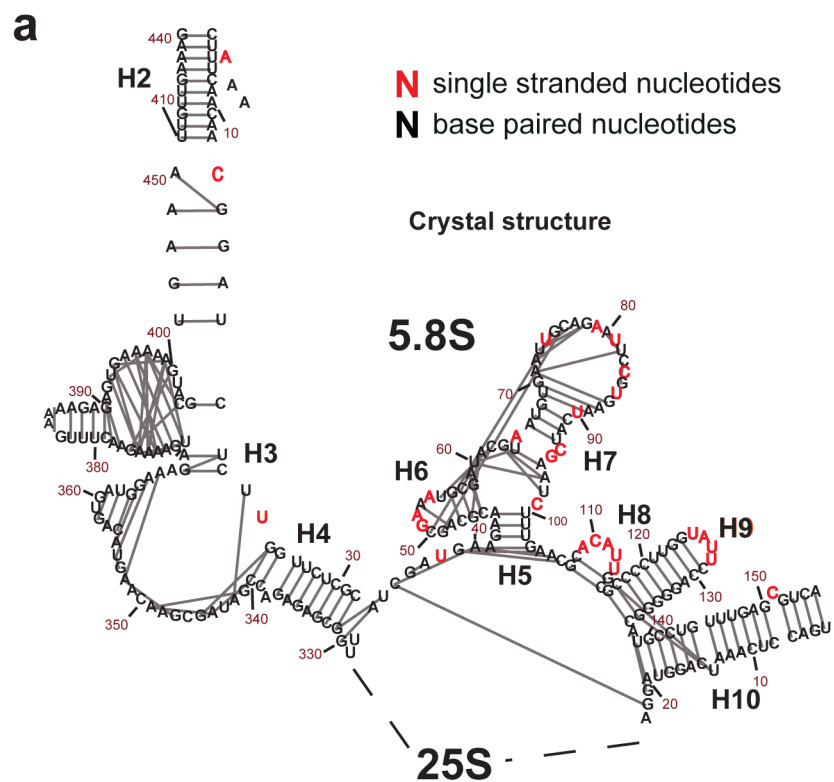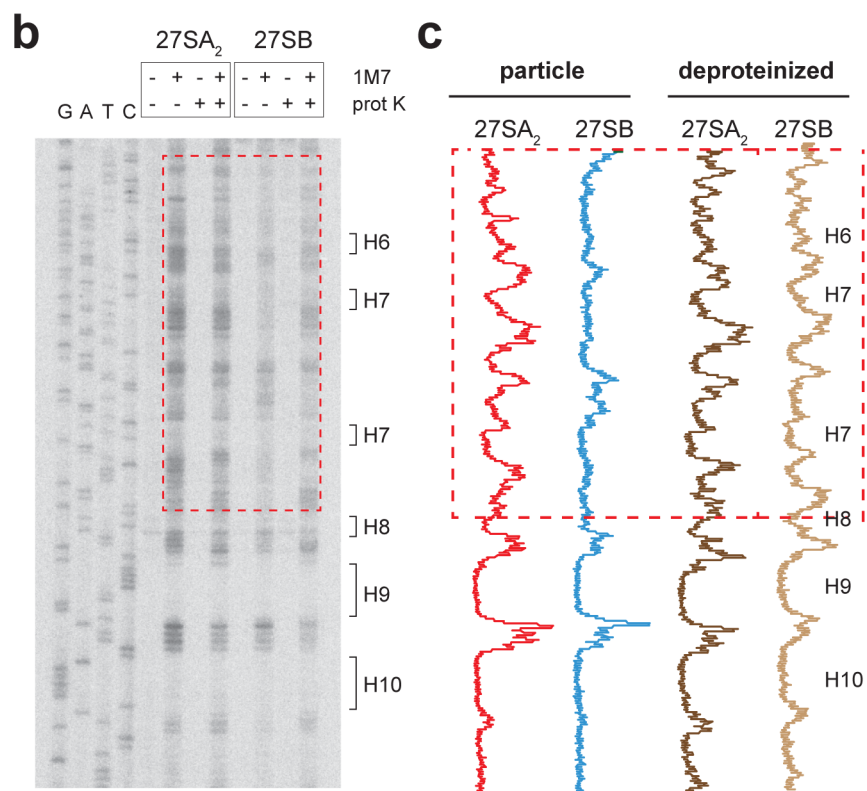

Supplementary Figure 3. Structure stabilization of the 5.8S region in the 27SB pre-rRNA as demonstrated by primer extension.

(a) Secondary structure of the 5.8S and base-pairing interactions (lines) found in the yeast 80S crystal structure¹. Black nucleotides are base-paired, whereas the red nucleotides are single stranded in the mature 5.8S.

(b-c) Primer extension analysis (b) and scans of the corresponding lanes (c).

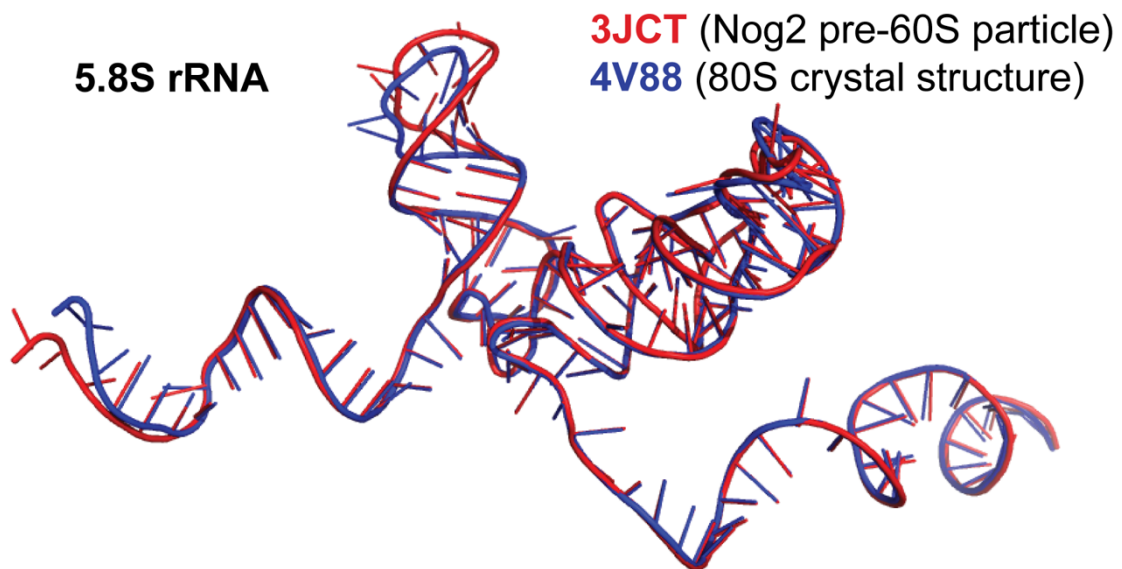

Supplementary Figure 4. The 5.8S regions in the Nog2 pre-60S particle and mature 60S have almost identical structures. Comparison of 5.8S structures in the Nog2 pre-60S particle² (cryo-EM; pdb file 3JCT, red structure) and the mature 60S ribosome¹ (pdb file 4V88; blue structure). The two superimposed structures appear to be almost identical.

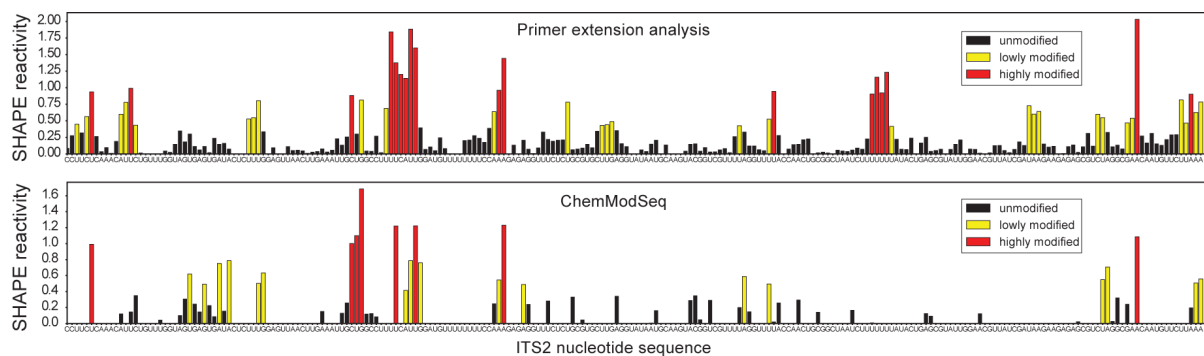

Supplementary Figure 5. Comparison of 1M7 primer extension and ChemModSeq data in the ITS2 region of 27SA₂ particles. The barplot shows 2%-8% normalized SHAPE reactivities from primer extension and ChemModSeq data. Lowly modified nucleotides: SHAPE reactivities >0.4 and < 0.85. Highly modified nucleotides: > 0.85. Note that the last 15-20 nucleotides of ITS2 showed high variability in primer extension reactions. These nucleotides are therefore also not highlighted in Fig. 6a and 6d.

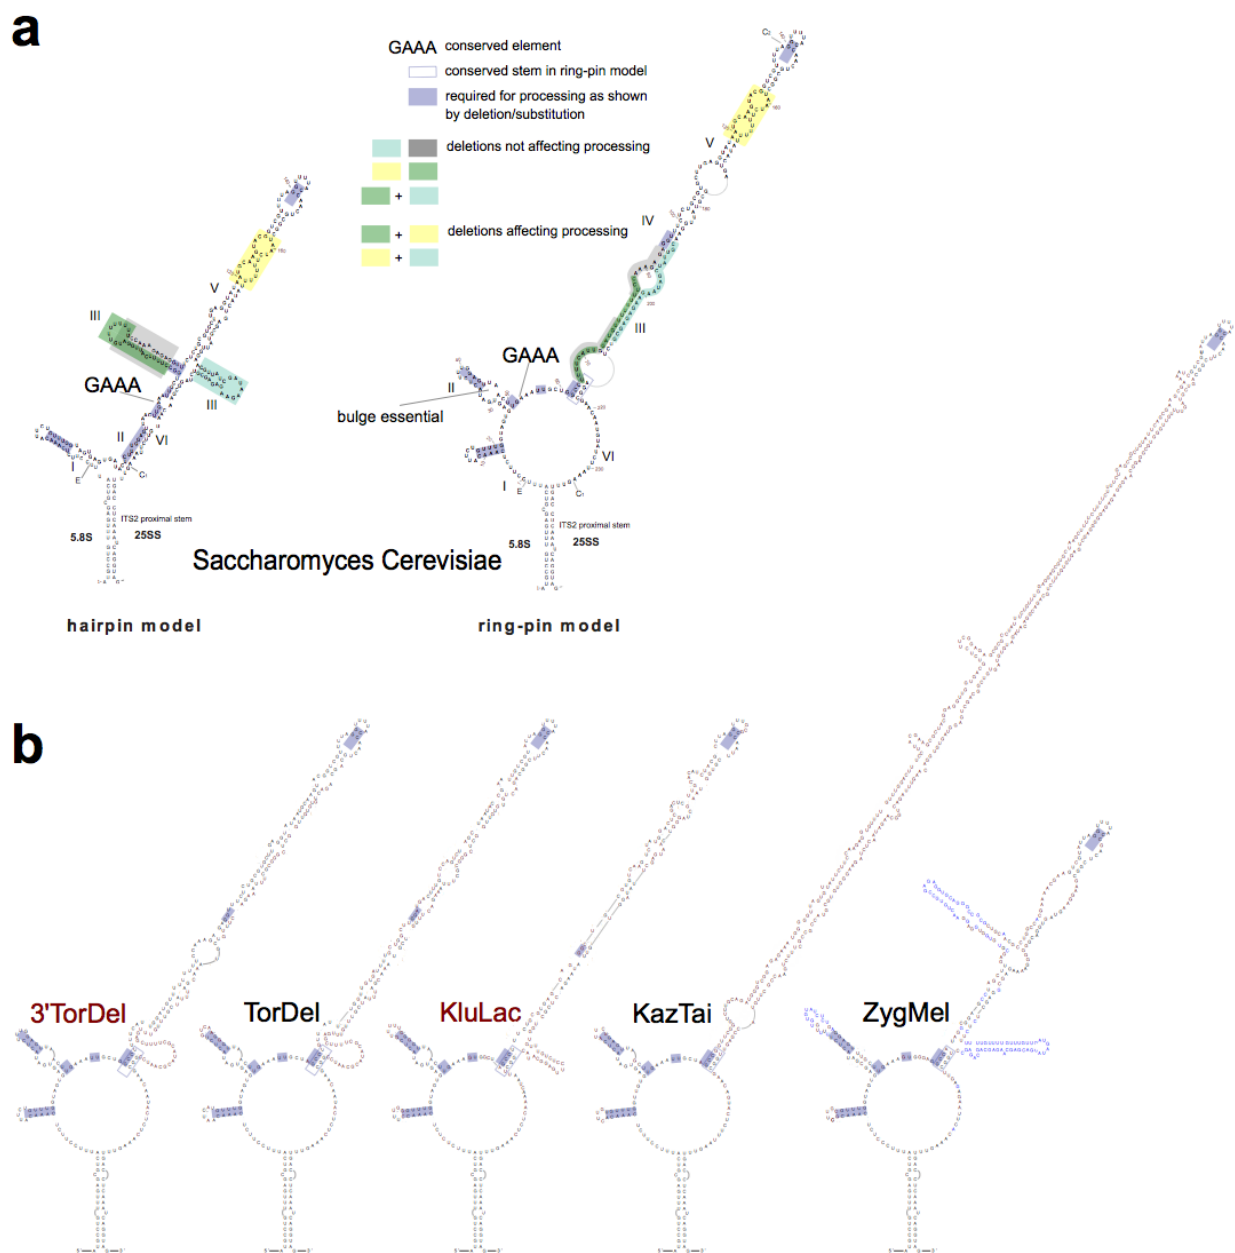

Supplementary Figure 6. Phylogenetic and functional data analysis of ITS2.

Previous ITS2 mutagenesis results are consistent with the ring-pin model as proposed by Coleman³.

(a) Mutations previously tested on the hairpin model^{4,5} identified regions essential for pre-rRNA processing (blue), which mostly contain highly conserved nucleotides. Deletions had addressed the role of non-conserved segments of the hairpins, which could be truncated (green, grey) or reduced in length (yellow). Combined deletions (+)

involving a shortened stem abutted by the C₂-processing site did not support ITS2 removal. Only one combined deletion, which would reduce the length of sections III and IV in the ring-pin model, supported pre-rRNA processing. A deletion in one of these strands could induce formation of a helix in the opposite strand (like in the hairpin model) and thereby be neutral. Mutagenesis supporting the ring-model demonstrated the need for the bulge in stem II⁶.

(b) Putative ring-pin structures for various ITS2 sequences. Conserved elements emerging from phylogenetic analysis are indicated. The *Kazachstania taianensis* (KazTai) ITS2 is exceptional with respect to the length of the 'pin', encompassing regions III, IV and V in *Saccharomyces cerevisiae*. The *Zygosaccharomyces mellis* (ZygMel) ITS2 has an insertion that only allows for a ring-structure containing an extended stem-loop II. The ITS2 of *Kluyveromyces lactis* (KluLac), *Torulaspora delbrueckii* (TorDel) and a hybrid of *S. cerevisiae* and *T. delbrueckii* ITS2 (3'TorDel) had been tested in the context of a *S. cerevisiae* rDNA unit⁴⁻⁶. Only the TorDel ITS2 supported processing. The reason why the heterologous KluLac and 3'TorDel spacers did not function is not explained by an incompatible structure (i.e. change of hairpin to ring-pin model).

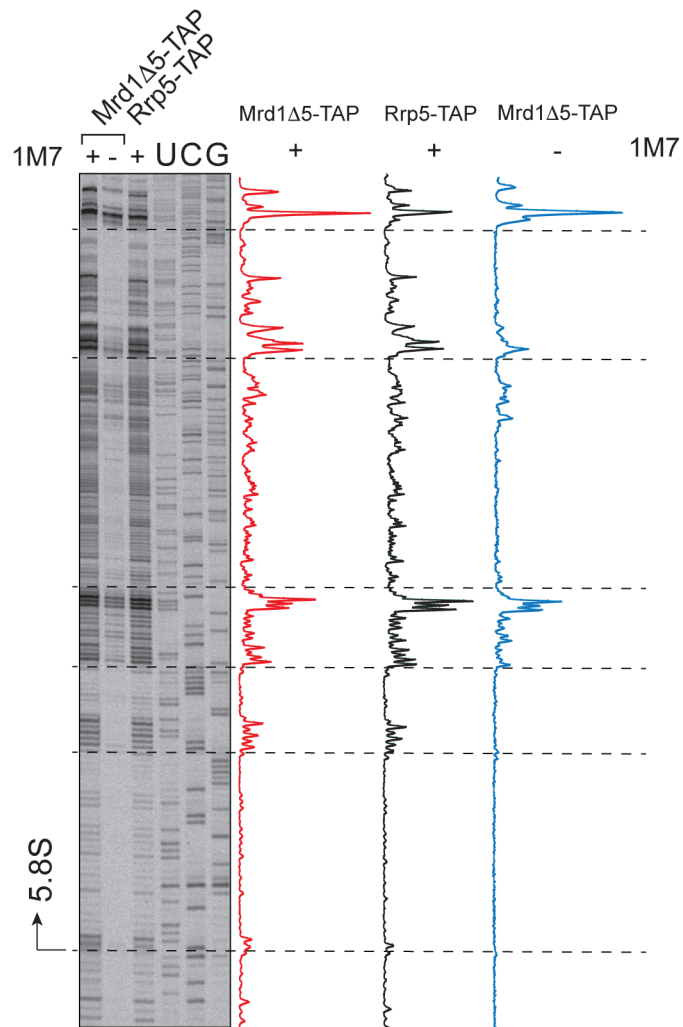

Supplementary Figure 7. Deletion of the 5th RNA binding domain (RBD) in Mrd1 does not noticeable influence folding of the 5.8S region in the 35S pre-rRNA. The primer extension results show the 1M7 probing signals in the 5.8S region of purified 35S pre-rRNA using the Mrd1 RBD5 mutant (Mrd1Δ5-TAP) or the Rrp5-TAP strain as baits. Line scans of each lane are shown on the right. UCG indicate sequencing ladders.

Supplementary Table 1.

Overview of oligonucleotides used for ChemModSeq library preparation.

Oligonucleotides for HiSeq library preparation.

RT oligo	Sequence (5'-3')
PE_hexamer	CGTGTGCTCTTCCGATCTNNNNNN
5' adapter	Sequence (5'-3')
IDX1	5Phos/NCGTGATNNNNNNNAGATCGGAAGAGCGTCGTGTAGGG/SpC3
IDX2	5Phos/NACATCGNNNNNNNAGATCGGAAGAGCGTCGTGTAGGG/SpC3
IDX3	5Phos/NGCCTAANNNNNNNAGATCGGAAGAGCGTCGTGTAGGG/SpC3
IDX4	5Phos/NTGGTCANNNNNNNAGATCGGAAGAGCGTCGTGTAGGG/SpC3
IDX6	5Phos/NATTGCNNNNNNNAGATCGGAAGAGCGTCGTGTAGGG/SpC3
PCR primer	Sequence (5'-3')
P5	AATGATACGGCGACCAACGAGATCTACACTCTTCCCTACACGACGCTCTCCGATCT
BC1	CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
BC2	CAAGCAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
BC3	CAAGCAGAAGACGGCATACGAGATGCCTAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
BC4	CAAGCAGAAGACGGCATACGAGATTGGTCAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
BC5	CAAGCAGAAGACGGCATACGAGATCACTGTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
BC6	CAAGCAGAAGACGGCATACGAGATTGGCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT

Supplementary References

1. Ben-Shem, A. *et al.* The structure of the eukaryotic ribosome at 3.0 Å resolution. *Science* **334**, 1524–1529 (2011).
2. Wu, S. *et al.* Diverse roles of assembly factors revealed by structures of late nuclear pre-60S ribosomes. *Nature* **534**, 133–137 (2016).
3. Coleman, A. W. Nuclear rRNA transcript processing versus internal transcribed spacer secondary structure. *Trends Genet.* **31**, 157–163 (2015).
4. van der Sande, C. A. *et al.* Functional analysis of internal transcribed spacer 2 of *Saccharomyces cerevisiae* ribosomal DNA. *J. Mol. Biol.* **223**, 899–910 (1992).
5. van Nues, R. W. *et al.* Separate structural elements within internal transcribed spacer 1 of *Saccharomyces cerevisiae* precursor ribosomal RNA direct the formation of 17S and 26S rRNA. *Nucleic Acids Res.* **22**, 912–919 (1994).
6. Côté, C. A., Greer, C. L. & Peculis, B. A. Dynamic conformational model for the role of ITS2 in pre-rRNA processing in yeast. *RNA* **8**, 786–797 (2002).

# Supplementary material for: High-throughput RNA structure probing reveals critical folding events during early 60S ribosome assembly in yeast
**Source:** Nat Commun. 2017 Sep 28;8:714. doi: 10.1038/s41467-017-00761-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: A movie derived from a pymol containing all the PKSRP sites in the 60S crystal structure of the ribosome. Each 25S domain is coloured individually. The PKSRP sites that become more constrained as the 35S is processed to 27SA₂ (red) and as the 27SA₂ is processed to 27SB (black) are highlighted.

File Name: Supplementary Data 1

Description: **Overview of mass-spectrometry data** See the Methods section for a detailed description of the mass-spectrometry data analyses.

File Name: Supplementary Data 2

Description: **List of 1M7 reactivities, ΔSHAPE values and r-protein bindingsites for nucleotides of all 3 pre-rRNAs in the region corresponding to 27SB pre-rRNA.** The “dot Br struct” in the second column indicates the secondary structure based on the dot-bracket annotation for the corresponding nucleotides in the mature 60S ribosomal subunit¹. Dots represent single-stranded regions, whereas brackets represent helices. The names of the helices are provided in the fourth column. 

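Nucleotides without a value were not scattered evenly over the pre-rRNA. All 60 of 35S and all 94 of 27SB lie after position 3000 of 25S, near its 3′ end. In 27SA2, 149 lie there, and in each deproteinized sample 127. Domain VI therefore has values at 343 of 403 nucleotides in 35S, 254 in 27SA2 and 309 in 27SB.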

A 1M7 reactivity of -999 indicates low coverage; these nucleotides were excluded from the analysis. 

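Summed over the replicates, the 1M7 libraries gave 39740418 properly paired reads for 35S, 30425078 for 27SA2 and 43013142 for 27SB. The deproteinized pre-rRNAs had 76931230 for 27SA2 and 92988692 for 27SB. The DMSO controls had 34028208 for 35S, 36039082 for 27SA2, 57424152 for 27SB, 56949428 for deproteinized 27SA2 and 67550642 for deproteinized 27SB. The share of mapped reads that were properly paired was 89.2% to 98.9% per library. In all samples adenosines reacted more than cytidines: in 35S the mean was 0.294 for A and 0.0694 for C, and in 27SB 0.225 and 0.122.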

We also provide an overview of the total coverage for each ChemModSeq library. The r-protein binding sites were obtained from the published 60S crystal structure¹.

File Name: Supplementary Data 3

Description: **Overview of the PKSRP sites** The table contains nucleotides that show an increase or a decrease in flexibility during the conversion of 35S to 27SA₂ and 27SA₂ to 27SB and are bound by r-proteins in the mature 60S ribosomal subunit¹. The domain in which the PKSRP sites were located is indicated in brackets after the nucleotide positions.

File Name: Supplementary Data 4

Description: **1M7 NMR and high-resolution mass-spectrometry data.** See methods for a detailed description of 1M7 synthesis.

# Supplementary material for: High-throughput RNA structure probing reveals critical folding events during early 60S ribosome assembly in yeast
**Source:** Nat Commun. 2017 Sep 28;8:714. doi: 10.1038/s41467-017-00761-8

1-Methyl-7-Nitroisatoic Anhydride (IM7)

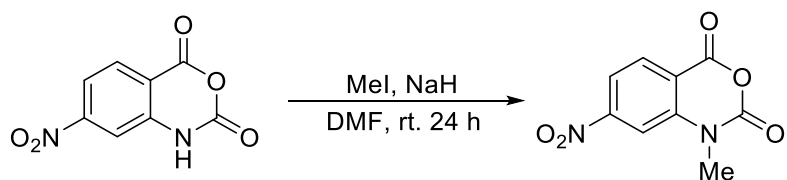

Sodium hydride (60% dispersion in mineral oil, 1.4 equiv, 5.72 mmol, 229 mg) was suspended in anhydrous DMF (13 mL) under a nitrogen atmosphere and stirred for 5 minutes. A solution of 4-nitroisatoic anhydride (1 equiv, 4.08 mmol, 850 mg) in anhydrous DMF (9 mL) was added dropwise. Methyl iodide (1.05 equiv, 4.29 mmol, 609 mg, 270 μ L) was then added dropwise and the reaction stirred at room temperature for 24 h. The reaction mixture was added to partially frozen 1 M HCl (150 mL) forming a yellow precipitate. This was recovered by filtration, washed with water, then diethyl ether and dried under vacuum for 14 h to yield crude product. This was triturated from ether/pentane and dried under vacuum for a further 14 h to yield 1-methyl-7-nitroisatoic anhydride (585 mg, 64%).

^1H NMR (500 MHz, CD_3CN) δ 8.32 – 8.29 (m, 1H, Ar ^1H), 8.12 – 8.05 (m, 2H, Ar ^1H), 3.61 (s, 3H, CH_3 ^1H).

^{13}C NMR (126 MHz, CD_3CN) δ 157.9 (C=O), 153.2 (C=O), 147.5 (Ar ^{13}C), 143.4 (Ar ^{13}C), 131.6 (Ar ^{13}C), 117.8 (Ar ^{13}C), 116.4 (Ar ^{13}C), 110.0 (Ar ^{13}C), 32.0 (CH_3).

HRMS (ESI) obtained m/z 245.0179 ($\text{M}+\text{Na}^+$). Expected 245.0169.

^1H NMR

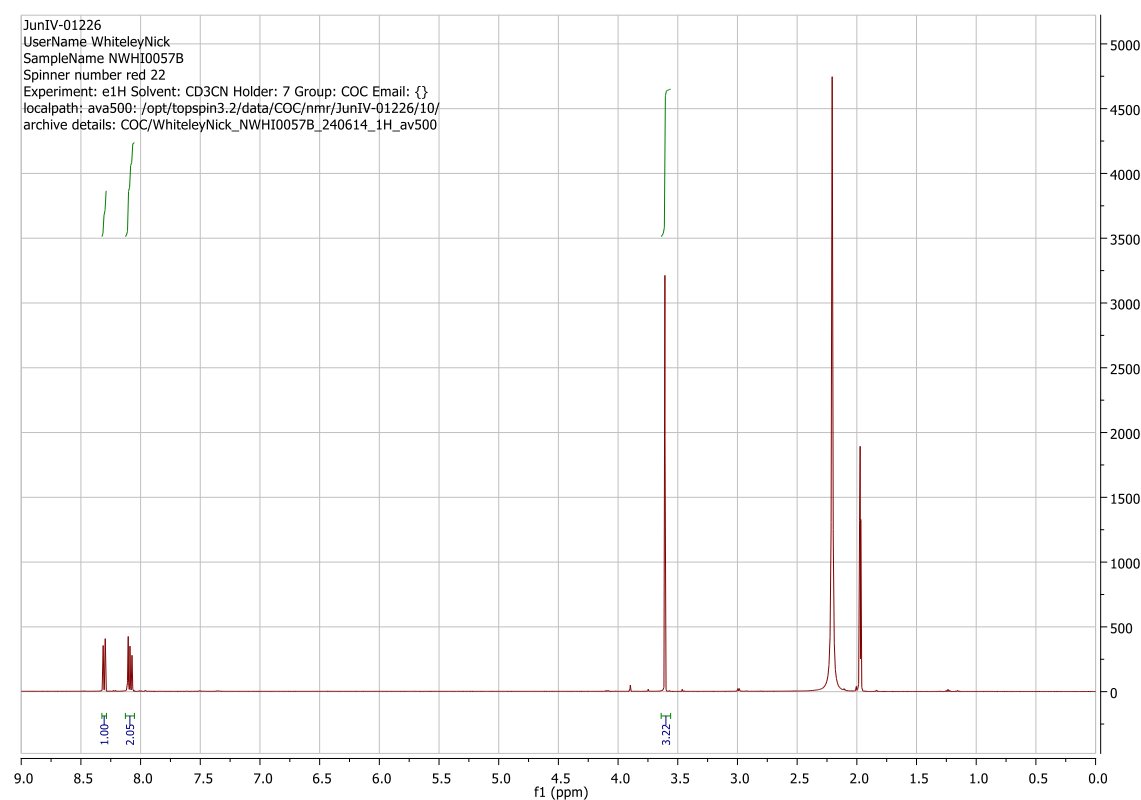

^{13}C NMR

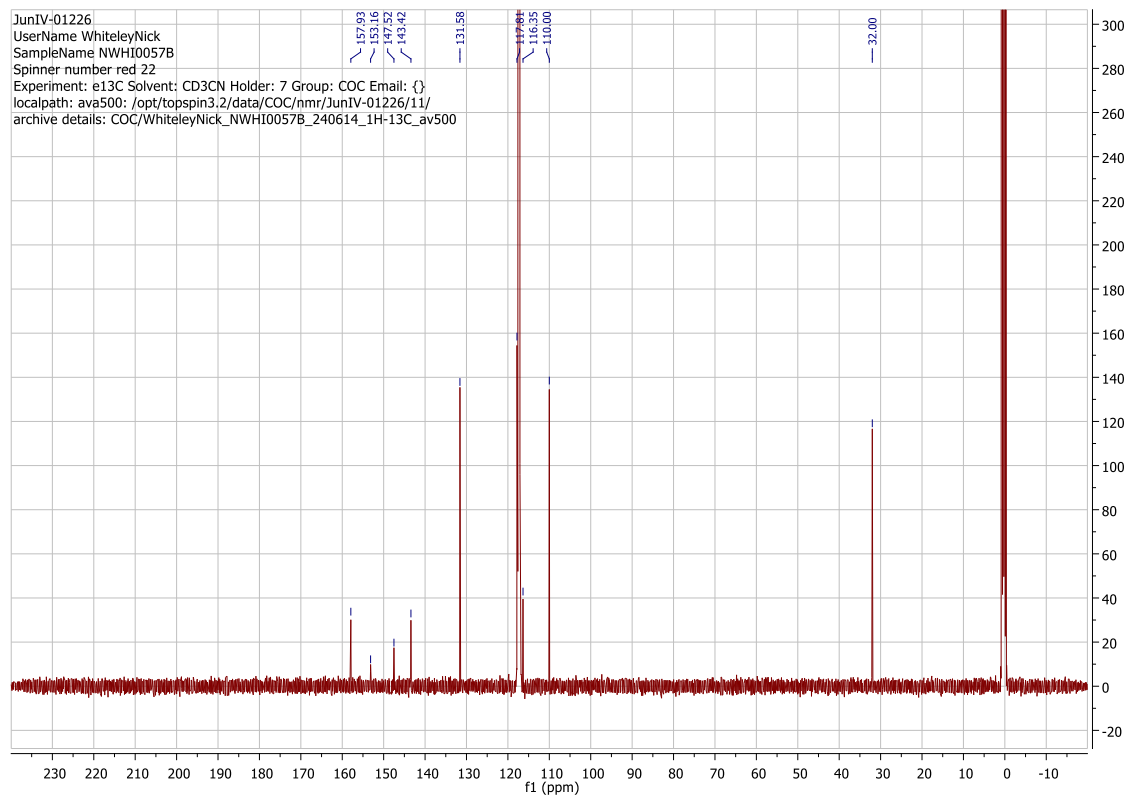

HRMS

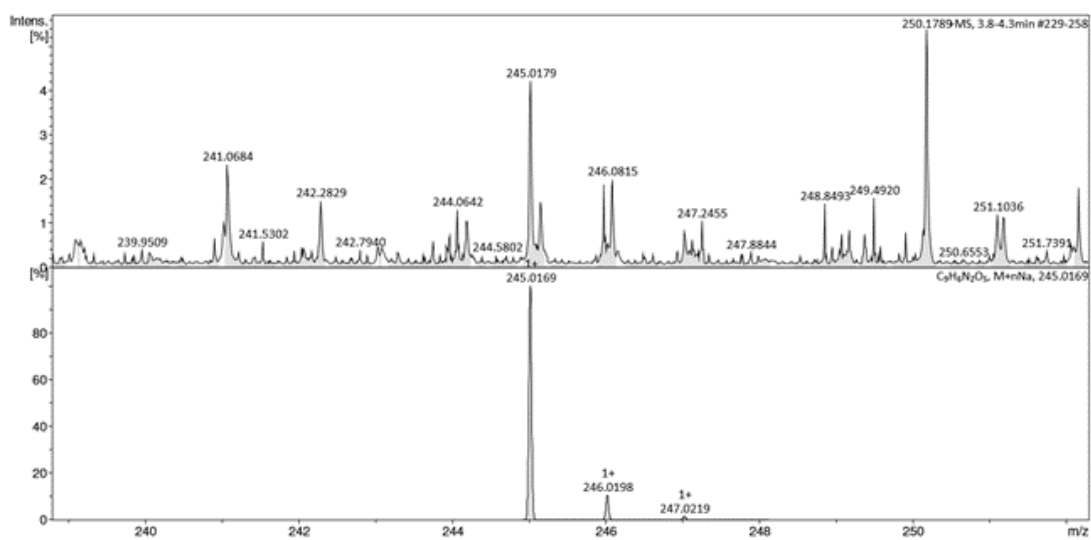

**Supplement:** Supplementary file 8 — Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

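Yeast pre-rRNA was probed with 1M7 in 3 native particles and in 2 deproteinized samples, with DMSO-treated controls, which makes 10 conditions and 22 libraries. The native particles are those of the baits Mrd1Δ5-TAP (35S), Rrp5-TAP (27SA2) and Nsa2-TAP (27SB), of which Mrd1Δ5 is a mutant that lacks an RNA-binding domain, and the deproteinized samples are 27SA2 and 27SB after proteinase K (2 µg per µl, 3 h at 14 °C). The reagent was 12.5 mM 1M7 in 5% DMSO for 3 min. Libraries held 6340106 to 51537734 properly paired reads, and 89.2% to 98.9% of the mapped reads of a library were properly paired.

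The authors deposited a normalized reactivity score per nucleotide and sample. To make it, the authors trimmed reads with Flexbar, collapsed them on random barcodes with pyCRAC, mapped them to the yeast rDNA with Novoalign (version 2.04 in the methods, 2.07 in the labels), kept properly paired reads, counted reverse transcription stops and coverage, summed the replicates, took off the DMSO signal by the StructureFold method and normalized to the most reactive nucleotides. Negative values are set to 0 in the deposited scores. A second deposited table holds the authors' call of each nucleotide as reactive or not, by a rule that the paper's text does not name. The base pairs and r-protein contacts of the mature 60S structure come from the deposited table, and the limits of the 25S domains from Supplementary Data 2. The sheet of published reactivities in Supplementary Data 2 was used only up to nucleotide 1609 of 25S, and no overlap or enrichment was tested on it. For the native particles, the published and deposited scores differ by a constant factor. For the deproteinized samples they differ by more than a factor, and the deposited scores were used.

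The 3786 nucleotides of the 27SB region were analysed in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Nucleotides without a score were left out. Particles were compared without further scaling. Differences of score were averaged over a window of 3 nucleotides and called when at least 1 SD from the mean difference over the region. A called change was PK-sensitive when the difference between deproteinized and native 27SB was called in the opposite direction. Reactive means a score of at least 0.4. The area under the ROC curve took unpaired nucleotides without r-protein contact as positives and all other nucleotides of a domain as negatives.

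Because the deposited scores are sums over replicates, they give no value per replicate, SD or p-value, and samples could not be grouped or left out in turn. The sequence reads of each library were not processed here. Correlations have 95% intervals from 2000 resamples of circular blocks of 50 nucleotides and means have them from blocks of 10 nucleotides, with none for sets shorter than 2 blocks. Shares have exact binomial intervals, which are too narrow where neighbouring nucleotides are called together. The percentile of a region comes from 10000 circular shifts along the 27SB region. All of these cover the spread over nucleotides, which are not independent replicates. The precision that read depth gives is not known per nucleotide, since stop counts were not used here.

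The calling rule was tested on simulated data of 3786 nucleotides (20 runs, noise SD of 0.1). With noise alone it called 29.6% of nucleotides. With 0.4 added over 400 nucleotides it found 99.4% of them and called 7.60% of the unchanged ones. Unchanged profiles simulated from 27SB at this noise SD, which was assumed, gave the overlap and the PK-sensitive share that shared 27SB values bring by themselves.

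The comparisons, their alternatives and the rule for naming nucleotides were chosen before the data were examined. Named are the nucleotides, helices, regions and r-proteins of the Results, the 3 domains of 25S with the largest mean change in each direction per comparison, and the 10 called sites with the largest averaged difference per comparison and direction, each by its peak nucleotide. Values in Supplementary Data 2 and Supplementary Data 3 had been seen by then. For 85 results, 281 values under alternative choices were computed. The choices were the correlation measure and scale, nucleotides at 0 or of low coverage, scaling between particles, window, threshold, runs of nucleotides, definition of reversal, cut-off of reactivity, summary, positives and negatives of the ROC curve, and contacts. A weighting of particles fitted to the published ΔSHAPE values was added after seeing the data. The mass-spectrometry and primer-extension experiments were not analysed here.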

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

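Of the tests in this part, those on the version of the deproteinized values, on scaling for the fall of the rRNA upstream of ITS2 in 27SB and on contacts of domain VI in 27SA2 were chosen only after the result was seen.

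Protein digestion changed the regions of the 27SA2 and 27SB pre-rRNAs by different amounts. The effect of digestion on the mean reactivity of the rRNA upstream of ITS2 was lower in 27SA2 than in 27SB by -0.214 (-0.309 to -0.125). With the deposited values its mean hardly changed in 27SB (0.0874 native, 0.0905 deproteinized). With those of Supplementary Data 2, on another scale, it fell from 0.112 to 0.0512 in 27SB and from 0.349 to 0.163 in 27SA2. The size of this difference therefore depends on the version of the values. In domain I the difference of the effects was -0.0645 (-0.104 to -0.0235), and in domain V it was 0.0536 (0.0103 to 0.0933). These intervals are over nucleotides, and the differences were not tested across replicates.

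The rRNA upstream of ITS2 was less reactive in deproteinized than in native 27SA2, although proteins were removed. The fall was 0.211 on the deposited values, from 0.285 in native to 0.0745 in deproteinized 27SA2. On the values of Supplementary Data 2, whose scale differs, it was 0.187 (0.119 to 0.254), from 0.349 to 0.163. The version of the deproteinized values therefore does not account for the fall, although its size depends on the version. The deposited fall was 0.197 (0.138 to 0.261) when samples were brought to the same mean outside domain VI and this rRNA, which argues against scaling by the reactive nucleotides of domain VI. The removal of proteins that hold nucleotides open could not be tested by contacts: contacted nucleotides fell by 0.0319 more than the others (-0.0424 to 0.101), and an interval that includes 0 leaves this explanation open.

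Domain VI became more reactive with digestion, by 0.284 in 27SA2 and by 0.319 in 27SB, a rise that the paper does not discuss. Low coverage limited to the part nearest the 3′ end does not account for it. The first part of the domain rose by at least 0.271 (0.194 to 0.344) in both samples. Low coverage across the whole domain was not tested, since coverage per nucleotide was not used here. Scaling does not account for the rise in 27SB, which was 0.288 (0.223 to 0.358) at the same mean outside domain VI. Scaling was not tested for the rise in 27SA2. In 27SB, nucleotides that r-proteins contact rose by 0.0987 more than the others (0.00672 to 0.191), but in 27SA2 by 0.0345 more, with an interval (-0.0763 to 0.143) that includes 0. A contribution from the removal of r-proteins is therefore left open, as is the rise of 0.266 at the other nucleotides in 27SB.

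The fall of the rRNA upstream of ITS2 in 27SB was weighed in the same way. It was at least 0.359 (0.258 to 0.454) against 35S under 2 scalings, so scaling between particles does not account for it. Nucleotide composition would give -0.0307, a change in the other direction. The last 79 nucleotides, farther from the 5′ end of the pre-rRNA, fell by 0.294 (0.169 to 0.447). Against 27SA2 they fell by 0.125 (0.0295 to 0.230), less than the first 79 with 0.271 (0.166 to 0.383). All of this rRNA lies near the 5′ end of 27SB, so the split cannot exclude an effect of that end over its whole length. A refolding of this rRNA between these particles, as the paper proposes, is a hypothesis that these tests may leave standing and that was found on the same data.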

How the results depend on the processing

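The weighting of particles fitted to the published ΔSHAPE values was the only alternative here chosen after the result was seen. Of 281 values under alternatives, for 85 results, 236 were taken as unchanged, 42 moved, 1 became stronger, 1 weaker and 1 reversed. Unchanged means within the 95% interval for correlations, PK-sensitive, ITS2 and listed shares, AUC and means at contacts, and as clear of 0 as before for mean differences of regions. Counts of nucleotides, U6 and helix means have no interval, and for them it means within 1.5 times the value, or for helix shares that a difference from 0 stayed one. Unless said otherwise, the cause was not tested.

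The mean difference of domains IV to VI for 27SA2 minus 27SB (-0.0281) reversed to 0.00453 (-0.0271 to 0.0341) with the fitted weights. As the share of nucleotides at 0.4 or more it was -1.24 points (-5.22 to 2.49), no longer clear of 0. The cause was not tested. For ITS2, 35S minus 27SB was clear of 0 as the share of nucleotides above 0, at -15.9 points (-28.0 to -4.31).

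With Spearman's rank correlation, the value was 0.648 for 35S and 27SA2, 0.399 for 27SA2 and 27SB and 0.856 for the deproteinized pair. Without nucleotides at 0 in both samples, Pearson's r was 0.574 for 35S and 27SA2, 0.172 for 35S and 27SB, 0.307 for 27SA2 and 27SB and 0.825 for the deproteinized pair. The order of the 4 correlations was the same under both.

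At 1.5 SD fewer nucleotides are called by construction: 225 less and 242 more reactive in 27SB than in 35S, and 228 and 232 against 27SA2. PK-sensitive shares of the decreases were then 16.0% against 35S and 16.7% against 27SA2. With at least 3 of 5 consecutive nucleotides past the threshold they were 20.3% and 21.6%. When a recovery of at least 0.5 of the change counted, without a threshold, the shares were 38.0% and 37.6% for decreases and 60.0% and 64.1% for increases.

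With all unpaired nucleotides as positives, the AUC was 0.703 for domain II and 0.688 for domain V in 35S, and 0.653 and 0.612 for domain V in deproteinized 27SA2 and 27SB. The share of ITS2 at or above a cut-off changes by construction. At 0.85 it was 3.02% in 35S, 2.59% in 27SA2, 2.16% in 27SB, 1.29% in deproteinized 27SA2 and 2.16% in deproteinized 27SB, and above 0 it was 23.7%, 31.0%, 39.7%, 31.0% and 45.3%. The 3-nucleotide mean at U6 was 0.363 in 35S, 0.27 in 27SA2, 0.0666 in 27SB and 0.0274 in deproteinized 27SA2. Without smoothing, 70.0% of the listed reductions from 35S to 27SA2 and 86.3% of those from 27SA2 to 27SB fell and recovered. In H2, H3 and H10, the share of nucleotides at 0.4 or more differed by 0 between 35S and 27SB.

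No paired analysis was possible because the deposited values are sums over the replicates of a sample. For the same reason no replicate could be left out. The authors' own ΔSHAPE values were not run as an alternative, since the sheet was held only in part. Depth limits the 3′ end of 25S and domain I of 27SA2, where nucleotides have no value.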

Differences from the paper's values

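In this part, only the weighting of particles and the comparison of 2 versions of the deproteinized values were chosen after the result was seen. The paper's counts come from Supplementary Data 2. They rest on ΔSHAPE values from code of the Weeks lab, and the paper's text names no other threshold and no weights. A least-squares fit of the nonzero published ΔSHAPE values to the deposited reactivities gave weights relative to 27SB. These were 1.11 for 35S and 1.14 for 27SA2. Whether that code applies weights was not tested, and the rule of the Results was applied here without them. A count here is taken to differ when the paper's lies outside its exact 95% Poisson interval and one is more than 1.5 times the other. A setting under which a count no longer differs by this rule can still leave the 2 counts apart.

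For the deproteinized 27SA2 and 27SB pre-rRNAs, the paper's Pearson coefficient is about 0.79 in Fig. 2e, read by eye, and the value here is 0.886. None of the alternatives set before the data were examined (Spearman, nucleotides at 0 left out, low coverage set to 0, log2 scale, 25S only) brings it within the paper's. Over the first nucleotides, where both versions are held, the values of Supplementary Data 2 for this pair give 0.718 and the deposited values 0.843, so the coefficient depends on the version of the values, which could not be compared over the whole length. The other 3 coefficients match.

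For PK-sensitive nucleotides less reactive in 27SB than in 27SA2, the paper's count is 66 and the count here is 118. It no longer differs with at least 3 of 5 consecutive nucleotides past the threshold (72), and not at 1.5 SD (38), with a 5-nucleotide window (109), with recovery without a threshold, at the same mean (109), without smoothing (152), with quantile normalization (101) or with low coverage set to 0 (125). By domain, the paper's counts and those here are 0 and 2 in domain 0, 12 and 24 in domain I, 5 and 22 in domain II, and 16 and 25 in domain VI. By the same rule the counts no longer differ at 1.5 SD in all 4 domains (0, 10, 6 and 9), with 3 of 5 consecutive nucleotides in domains 0 (0), I (15) and VI (12) but not II (13), and in domain VI also with a 5-nucleotide window (24), the same mean (21), quantile normalization (22) and low coverage set to 0 (23), and under no other alternative.

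For PK-sensitive nucleotides more reactive in 27SB than in 27SA2 in domain I, the paper's count is 8 and the count here is 16. It no longer differs at 1.5 SD (4), with a 5-nucleotide window (11) and with 3 of 5 consecutive nucleotides (12), and still does under the others set in advance. With the particles weighted by the fit to the published ΔSHAPE values, a setting chosen after seeing the values, it is 11. How many of the paper's called nucleotides that drops was not counted, since the sheet was held only in part. For PK-insensitive nucleotides less reactive in 27SB than in 35S in domain IV, the paper's count is 10 and the count here is 22. It no longer differs with a 5-nucleotide window (17), 3 of 5 consecutive nucleotides (13) and recovery without a threshold (17), and still does at 1.5 SD (1) and under the others. For PK-sensitive nucleotides less reactive in 27SB than in 35S in domain II, the paper's count is 8 and the count here is 30. It no longer differs at 1.5 SD (4) and with a 5-nucleotide window (14), and still does with 3 of 5 consecutive nucleotides (18) and under the others.

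In the paper's ΔSHAPE values, 0 nucleotides of the rRNA upstream of ITS2 are more reactive in 27SB than in 27SA2, and 2 are here, which becomes 0 at 1.5 SD and with 3 of 5 consecutive nucleotides, and under no other alternative. For less reactive nucleotides there, the paper's count is 46, the count here is 53, and 3 of 5 consecutive nucleotides give 46. In ITS2 the paper's count of less reactive nucleotides in this comparison is 8 and the count here is 15. It no longer differs with 3 of 5 consecutive nucleotides (6), at 1.5 SD (4) and at the same mean (14), and still does without smoothing (18), with a 5-nucleotide window (16), with quantile normalization (15) and with low coverage set to 0 (16). On the scale of Supplementary Data 2, the paper's mean reactivity of the rRNA upstream of ITS2 in deproteinized 27SA2 is 0.163, and the deposited values give 0.0903. No alternative applies to it. For deproteinized 27SB the paper's mean is 0.0512, below that of 27SA2. In the deposited values, unscaled, 27SB lies above 27SA2 (0.0905 and 0.0745).

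The paper ranks domains I, II and VI of the 35S and 27SA2 particles, and domains II, III and V of 27SB, as closest to the crystal structure. Here the highest AUC in 35S was in domains III, I and VI, in 27SA2 in domains II, V and I, and in 27SB in domains II, VI and III. Domain II of 35S (0.634) and domain V of 27SB (0.619) followed next.

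The paper ties a reduction at U6 of ITS2 to deproteinization. Here U6 was already at 0.157 in native 27SB, although it did fall from 0.810 to 0.0823 in 27SA2. The paper describes the loss of reactivity at some r-protein sites of the rRNA upstream of ITS2 as reversed at least in part without proteins. By called differences, 4 of 50 losses at contacted nucleotides against 35S and 4 of 32 against 27SA2 were reversed here. Of all called losses in this rRNA, 5 of 86 and 5 of 53 were. Rises of any size in deproteinized 27SB occurred at 5 of 15 contacts of L35, 6 of 19 of L37 and 2 of 15 of L26. A partial reversal at some sites is therefore not contradicted. The paper places few PKSRP sites in domains III and IV. By the tally of its list, domain III holds 24.6% of all positions and 13.5% of the contacted nucleotides, and domain IV 11.6% and 6.22%. This tally includes gains. For reductions alone, as the paper introduces these sites, domain III holds 9 of 62 (14.5%), close to its share of the contacted nucleotides, and domain IV none. The paper finds no change between 35S and 27SB in H2, H3 and parts of H4 and H10. Here 1 nucleotide each of H2 and H3 in the rRNA upstream of ITS2 was called less reactive. The nucleotides of those parts of H4 and H10 are not given in its text, so no call is set against them.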

Other observations

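The step from 35S to 27SA2 was examined only after the results were seen, and the lists of r-proteins were fixed in advance.

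Between 35S and 27SA2, a comparison on which the paper does not focus, reactivity differed in several domains. The 35S particle came from a mutant strain with another bait and another growth regime. Differences of the assembly step cannot be told apart from differences of strain, bait or growth. Domain III rose from 0.0942 in 35S to 0.197 in 27SA2, a difference of -0.103 (-0.141 to -0.0700) for 35S minus 27SA2. Domain IV rose from 0.120 to 0.221, a difference of -0.101 (-0.129 to -0.0721). Both were then at the level of 27SB, in which domain III had 0.201 and domain IV 0.194. Domain VI rose by less, with a difference of -0.0771 (-0.114 to -0.0373).

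Contacts of r-proteins were also grouped by lists fixed in advance from general knowledge of 60S assembly. At 511 contacts of 11 early-acting r-proteins, the averaged difference 27SB minus 35S was -0.0395 (-0.0726 to -0.00763), at the 1.6 percentile of shifted contacts. Against 27SA2 it was -0.0410 (-0.0721 to -0.00773), at the 15.3 percentile, so falls of this size were not rare elsewhere. Digestion raised these contacts by 0.134 in 27SB (0.0791 to 0.189) and by 0.0613 in 27SA2 (0.0120 to 0.113). In 27SB the rise ran from 0.0169 for L18 to 0.253 for L14, and contacts in domain VI, which rose as a whole, were not set apart. At 310 contacts of 8 r-proteins around the exit tunnel, 27SB minus 27SA2 was -0.116 (-0.181 to -0.0529). Digestion did not clearly raise these in 27SB (0.0488, -0.00273 to 0.102) and lowered them in 27SA2 (-0.0813, -0.144 to -0.0217). At 346 contacts of 9 late, subunit interface and central protuberance r-proteins, 27SB minus 35S was 0.00108 (-0.0541 to 0.0611), and digestion of 27SB changed them by -0.00586 (-0.0704 to 0.0546). At 117 contacts of L26, L35 and L37, in 25S and the rRNA upstream of ITS2, it was -0.202 (-0.319 to -0.0956), and digestion changed them by 0.106 in 27SB (0.0189 to 0.194) and by -0.0883 in 27SA2 (-0.190 to 0.0141).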
